# CBP and p300 Jointly Maintain Neural Progenitor Viability but Play Unique Roles in the Differentiation of Neural Lineages

**DOI:** 10.3390/cells11244118

**Published:** 2022-12-18

**Authors:** Rocío González-Martínez, Angel Márquez-Galera, Beatriz Del Blanco, Jose P. López-Atalaya, Angel Barco, Eloísa Herrera

**Keywords:** neuronal differentiation, neural progenitor proliferation, CBP, p300, lysine acetylation, transcriptomics, epigenomics, epigenetics, intellectual disability, Rubinstein–Taybi syndrome

## Abstract

The paralogous lysine acetyltransferases 3 (KAT3), CBP and P300, play critical roles during neurodevelopment, but their specific roles in neural precursors maintenance and differentiation remain obscure. In fact, it is still unclear whether these proteins are individually or jointly essential in processes such as proliferation of neural precursors, differentiation to specific neural cell types, or both. Here, we use subventricular zone-derived neurospheres as a potential ex vivo developmental model to analyze the proliferation and differentiation of neural stem cells (NSCs) lacking CBP, p300, or both proteins. The results showed that CBP and p300 are not individually essential for maintenance and proliferation of NSCs, although their combined ablation seriously compromised cell division. In turn, the absence of either of the two proteins compromised the differentiation of NSC into the neuronal and astrocytic lineages. Single-nucleus RNA sequencing analysis of neural cell cultures derived from CBP or p300 mutant neurospheres revealed divergent trajectories of neural differentiation upon CBP or p300 ablation, confirming unique functions and nonredundant roles in neural development. These findings contribute to a better understanding of the shared and individual roles of KAT3 proteins in neural differentiation and the etiology of neurodevelopmental disorders caused by their deficiency.

## 1. Introduction

The development of multicellular organisms relies on the differentiation of pluripotent cells into specialized cell types. This is achieved by the coordinated action of transcription factors and epigenetic regulators that introduce epigenetic modifications on the chromatin to promote differentiation and establish cell fates. The prime example of complexity and refinement is the brain, where dozens or possibly hundreds of cellular types interact to generate sophisticated patterns of brain activity. Among the multiple epigenetic mechanisms involved in development, the acetylation and deacetylation of lysine residues of histone tails by lysine acetyltransferases (KATs) and deacetylases (KDACs) play a key role in modulating chromatin structure and enabling or blocking gene expression [1].

The paralogous transcriptional coactivators with intrinsic KAT activity, CBP and p300, are ubiquitously expressed in the nervous system and are essential during neurodevelopment [2,3]. The two proteins are structurally very similar and constitute the KAT3 family of lysine acetyltransferases. In fact, hemi-deficiency of either one of them causes a severe neurodevelopmental disorder known as Rubinstein–Taybi syndrome (RSTS type 1 [OMIM #180849] and 2 OMIM #613684], respectively for CBP and p300). Although the function of these proteins has been extensively studied, the specific developmental events downstream of CBP and p300 deficiencies remain unclear. In vertebrates, these proteins are key for neurulation because mutant mice lacking CBP or p300 are embryonic lethal and show defects in neural tube closure [4,5]. However, neurulation and the subsequent formation of the nervous system are very complex processes involving proliferation, neural differentiation, and neuronal maturation; furthermore, at the cellular level, the consequence of removing KAT3 proteins in the different steps of development is not clear. RNA-seq data have shown that p300 is less expressed in neurons than CBP in both adult and embryonic brain [3]; however, whether they have redundant roles in different contexts remains also unknown.

To precisely elucidate the specific requirement of KAT3 proteins in the proliferation and differentiation of neural stem cells (NSCs), we took advantage of conditional mutant mice for CBP and p300 to generate NSC cultures lacking either one or both proteins. NSCs from the subventricular zone (SVZ), a neurogenic niche at both embryonic and postnatal stages, proliferate to form multipotent clonal aggregates called neurospheres when cultured under appropriate conditions [6]. These neurospheres display self-renewal and proliferation and are able to differentiate into the three main neural linages, neurons, astrocytes, and oligodendrocytes. Using this ex vivo neurosphere model, we analyzed the biological properties of NSCs lacking CBP, p300, or both, and we found that CBP and p300 have a redundant role in NSCs self-renewal. Then, cellular characterization and single-nucleus RNA sequencing analysis of differentiating neurospheres lacking either CBP or p300 underscored the crucial role of both KAT3 proteins in the transcriptional program underlying the establishment of the astrocyte lineage, as well as their involvement in proper differentiation of neurons and oligodendrocytes.

## 2. Materials and Methods

### 2.1. Animals

The generation of *Crebbp*^f/f^ (Zhang et al., 2004) and *Ep300*^f/f^ [7] mice has been previously described. These two strains were crossed to obtain double-knockout mice. The genetic background of all mice was C57BL/6. For developmental studies, embryonic day 0.5 (E0.5) was defined by the day of vaginal plug detection, and day of birth was defined as postnatal day 0 (P0). The genotype of the mice was determined by PCR on DNA extracted from tail tissue using the following primers: CBP floxed allele (wildtype band 230 bp; mutant band 300 bp): fw 5′–CCTCTGAAGGAGAAACAAGCA–3′ and rv 5′–ACCATCATTCATCAGTGGACT–3′; p300 floxed allele (wildtype band 247 bp; mutant band 400 bp): fw 5′–GTGAGTTGATGTCCCTGTCG–3′ and rv 5′–CAGACACCCTCTTGCACTCA–3′. For all PCR reactions, thermocycling conditions were as follows: 95 °C for 4 min followed by 35 cycles of 1 min at 95 °C, 1 min at 54 °C, and 1 min at 72 °C, and a final extension at 72 °C for 10 min. All genotyping reactions contained approximately 200 ng of DNA template, 0.5 μM of each primer, 1.25 mM MgCl_2_, 5 U/µL KAPA Taq DNA Polymerase, and 1× KAPA Taq buffer in a 20 μL final volume. Mice were maintained at the Instituto de Neurociencias in a specific pathogen-free facility with a 12 h light/dark cycle, controlled temperature (22 ± 1 °C), and relative humidity (55 ± 5%) with food and water ad libitum. All animal experiments were approved by and performed in accordance with the protocols of the IN Animal Care and Use Committee and met Spanish (RD 53/2013 and European (2013/63/UE) regulations.

### 2.2. Establishment of a Primary Neural Stem Cell (NSC) Culture

To establish primary neurosphere cultures, the protocol was adapted from previous studies [8,9,10,11] *Crebbp*^f/f^, *Ep300*^f/f^, or *Crebbp*^f/f^x*Ep300*^f/f^ mice pups (P0–P3) were sacrificed by decapitation, and brains were extracted on iced cold Hank’s balanced salt solution (HBSS, Gibco), removing meninges and blood vessels microscopically. Slices of 2–3 mm containing the lateral ventricles were dissected under microscope, removing olfactory bulbs and the rest of the brain caudal to the slices. The subventricular zone (SVZ) was immediately dissected, and then incubated with 12.5 mg/mL trypsin (Sigma) at 37 °C for 5 min, followed by resuspension in HBSS with 10% fetal bovine serum (FBS, Gibco) to block enzymatic activity. SVZs were mechanically dissociated into a cell suspension with a fire-polished Pasteur pipette, centrifuged, and resuspended in NSC complete serum-free medium containing DMEM/F12 with L-glutamine 1× (Gibco) supplemented with 0.6% D-glucose (Panreac), 0.1% NaHCO_3_ (Sigma), 5 mM HEPES (Gibco) 2 mM L-Glutamine (Gibco), 1% penicillin/streptomycin (Gibco), 0.7 U/mL heparin sodium salt (Sigma), 4 mg/mL bovine serum albumin (BSA) (Sigma), 0.8 mg/mL apo-transferrin (Sigma), 500 nM bovine insulin (Sigma), 0.1 mg/mL putrescine (Sigma), 0.2 nM progesterone (Sigma), and 0.3 μM sodium selenite (Sigma), as well as growth factors (10 ng/mL human recombinant basic fibroblast growth factor (bFGF) (Sigma) and 20 ng/mL epidermal growth factor (EGF) (Gibco) as mitogens. Cells were counted in a Neubauer chamber and seeded at a density of 5 × 10^4^ cells/mL in 24-well (0.5 mL/well) uncoated ultralow-attachment plates (Corning^®^) and placed at 37 °C with 5% CO_2_ for 14 days. The day of plating was considered day in vitro 1 (DIV1). To assess self-renewal and proliferation of NSCs, we performed the clonal neurosphere assay (NSA) [9]. Free-floating neurospheres were pooled for enzymatic dissociation with Accutase^®^ (Sigma), a reproducible method to obtain a single-cell suspension with high viability. Approximately neurospheres from 20–24 wells were pooled in a 15 mL tube per experimental condition and incubated with 200 μL of Accutase for 10 min. After homogenization and dilution with complete medium, cell suspension was sorted by BD FACSAria^TM^ III flow cytometer, isolating red-fluorescent-positive cells (lentiviral infected cells). Cells and isolated nuclei were sorted by flow cytometry and analyzed using FACs Diva Software (BD biosciences) to determine cell size and nuclei size. Red-fluorescent-positive cells were seeded at a density of 2.5 cells/μL in a 96-well ultralow-attachment plate (PrimeSurface^®^ 3D culture S-Bio) to obtain a single pure isolated clone per well. Cells were incubated at 37 °C with 5% CO_2_ for 7 days in complete medium with growth factors (bFGF and EGF) added every 3 days. After 7 DIV, wells were photographed using a camera system coupled to an inverted microscope, and the primary sphere diameter of the single clonal neurospheres was estimated using Fiji analysis software and GraphPad Prism7^TM^. To estimate the average size of the neurosphere population, 120 neurospheres from a minimum of three independent cultures were measured, taking the mean of the population diameter as a measure of culture proliferation [12].

### 2.3. Lentiviral Production and Infection of NSC Cultures

Lentiviral constructs of interest were *LV-CRE-mCherry* (Addgene #27546), to express Cre recombinase and ablate CBP, p300, or both proteins, and *LV-RFP* (Addgene #17619) as a control. Lentiviral particles (LV) were produced as previously described (Lois et al., 2002). HEK293T (ATCC CRL-3216) cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing low glucose, 10% fetal bovine serum, nonessential amino acids, 100 U/mL penicillin, and 100 µg/mL streptomycin, and they were regularly tested for mycoplasma contamination. For lentiviral production, HEK293T cells were seeded in 25 cm dishes at a density of 10^7^ cells/dish, incubated overnight at 37 °C with 5% CO_2_, and transfected using the calcium phosphate (CaPO_4_) method with 20 mg of lentiviral expression vector (*LV-CRE-mCherry* or *LV-RFP*), 15 mg of *pCMV-d8.9* plasmid expressing the gag and pol viral genes, and 10 mg of *pCAG-VSVg*, a plasmid encoding the VSV-G envelope gene. At 48 h after transfection, supernatants were collected, centrifuged at 2000 rpm for 5 min, and filtered to eliminate cell debris. Viral particles were concentrated with ultracentrifugation at 25,000 rpm for 90 min and aliquoted for immediate use or long-term storage at 80 °C. Viral titers were determined by serial dilution on HEK293T cells and FACS analysis (BD FACSAriaä III Flow Cytometer), using noninfected cells as a negative control. Usually, with this protocol, viral titers were on the order of 10^8^–10^9^ viral particles/mL. Neural stem cell (NSC) cultures were transduced at DIV1 with concentrated lentivirus at a multiplicity of infection (MOI) of 1–10. To ablate CBP, p300, or both proteins, we infected NSC cultures with lentivirus to drive the expression of Cre recombinase with mCherry reporter (*LV-CRE-mCherry*) or with lentivirus with RFP reporter (*LV-RFP*) in control cultures. After 3–4 days in culture, NSCs had proliferated to form neurospheres, and lentivirus began to be expressed. Fresh NSC complete medium with growth factors was added every 2–3 days. 

### 2.4. Clonal Differentiation of Neurospheres

To assess differentiation potential and multipotency, DIV7 clonal neurospheres were plated onto 12 mm glass coverslips (VWR) coated with Matrigel^®^ (Corning^®^) in differentiation medium I (NSC complete medium supplemented with 10 ng/mL of bFGF) at 37 °C with 5% CO_2_ for 48 h to allow neurospheres to attach to the coated surface and produce neuronal and oligodendroglial progenitors. After 2 days, the differentiation medium was replaced with differentiation medium II (NSC complete medium supplemented with 2% FBS in the absence of mitogenic factors) at 37 °C with 5% CO_2_ for 13 days leading to the generation of a dense layer of astrocytes with neurons and oligodendrocytes. The medium was not changed for the remainder of the culture. Differentiated cultures at 15 DIV were used for single-nucleus RNA Sequencing or were fixed for immunocytochemistry.

To visualize migration of neurosphere cells across the surface in real time, clonal neurospheres were plated on a 24-well plate (Falcon) coated with Matrigel^®^ (Corning^®^) in differentiation medium I. Then, 24-well plates were inserted into IncuCyte FLR (Essen Biosciences) for real-time imaging, with whole wells imaged under 4× magnification every 30 min for a total of 48 h. Data were analyzed using the IncuCyte Confluence version 1.5 software. All IncuCyte experiments were performed in triplicate.

### 2.5. Immunocytochemistry and Immunohistochemistry

To analyze the expression of neural progenitor markers, pure clonal neurospheres at DIV7 in a 96-well plate were fixed with prewarmed 4% paraformaldehyde (PFA) prepared in phosphate-buffered saline (PBS, 0.01 M) for 15 min at room temperature followed by three washes with PBS (5 min each). Then, neurospheres were permeabilized with 0.25% Triton^TM^ X-100 (Sigma) in PBS for 10 min and incubated with blocking solution (1% BSA and 0.1% Triton^TM^ X-100 in PBS) for 1 h at room temperature. After blocking, they were incubated overnight at 4 °C with the following primary antibodies: rabbit anti-RFP, mouse anti-Nestin, rabbit anti-Nanog, rabbit anti-Ki67, rabbit anti-caspase, mouse anti-phospho-histone H3. Neurospheres were then rinsed three times with PBS (5 min each), and the Alexa Fluor™ secondary antibody incubation was subsequently performed at room temperature for 1 h. After washing three times with PBS (5 min each), all neurospheres were incubated in 2 mM 4′,6-diamidino-2-phenylindole (DAPI, Sigma) nuclear stain for 10 min at room temperature. Neurospheres were transferred using a Pasteur pipette to coverslips for mounting in Mowiol^®^. To evaluate the multipotency of NSC cultures, coverslips with differentiated neurospheres at DIV15 were fixed. The procedure was identical to that described above except that the primary antibodies used were to detect different neural cell types: anti-glial fibrillary acidic protein (anti-GFAP) and anti-S100 calcium-binding protein B (anti-S100β) to detect astrocytes and mature astrocytes, respectively, as well as anti-beta III tubulin (TUBB3) to detect neurons and oligodendrocyte marker O4 (anti-O4) for oligodendrocytes.

### 2.6. Image Analysis and Quantification

Images were acquired using a super-resolution inverted confocal microscope Zeiss LSM 880-Airyscan Elyra PS.1 and Leica DM4000 microscope. Stained neurospheres and differentiated cultures were examined and photographed by super-resolution fluorescent microscopy (Zeiss). For quantitative analysis in differentiated neurospheres, images were acquired with a 25× objective, and cell quantification was performed in four regions of interest (ROIs) per differentiated neurosphere (a minimum of three coverslips per condition in three independent experiments) with image analysis software Fiji.

### 2.7. Single-Nucleus RNA Sequencing (snRNA-Seq) and Analysis

For the single-nucleus RNA-Seq experiment, a pool of ~15 differentiated neurosphere cultures from control, CBP^f/f^ + Cre, and p300^f/f^ + Cre at 15 DIV were used. Differentiation medium II was removed, and wells were washed with cold HBSS. Cold lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% NonidetTM P40 Substitute in nuclease-free water) was added (500 µL) immediately to every well, gently pipetted until cells were completely suspended, and kept on ice for 5 min to lyse cells. The nuclear suspension from the different samples (control, CBP^f/f^ + Cre, and P300^f/f^ + Cre) was transferred to a 15 mL tube and centrifuged at 500 rcf for 5 min at 4 °C. The supernatant was removed, and the nuclear pellet was resuspended in 1 mL of Nucleus Wash and Resuspension Buffer (1× PBS with 1.0% BSA and 0.2 U/μL RNase Inhibitor). Centrifugation and nucleus wash steps were repeated twice. The nuclear suspension was sorted by the expression of RFP/mCherry on FACS Aria III (BD Biosciences) at 4 °C and immediately proceed according to the 10x Genomics single-cell protocol. A total of 16,000 nuclei per sample (pool of ~15 differentiated neurosphere cultures) were loaded into single cell Chromium Chip B, and Chromium Controller was run to generate partitioning thousands of nuclei into nanoliter-scale gel beads in emulsion (GEMs) and immediately reverse-transcribed, where all generated full-length cDNA (from polyadenylated mRNA) shared a common 10× Barcode. Post-GEM-RT cleanup, cDNA amplification, and 3ʹ gene expression library construction were performed using a Chromium Single-Cell 3′ Library and Gel Bead Kit v3. Quality control of cDNA and libraries was performed using a Agilent Bioanalyzer in a high-sensitivity chip. Libraries were sequenced together in a unique cell flow on an Illumina HiSeq2500 sequencer to obtain 75 bp paired-end reads following the manufacturer’s instructions, with an average sequencing depth of 290 million reads per sample. Quality control was performed using FastQC v0.11.9. Sequenced samples were processed using the Cell Ranger v3.1 pipeline (10× Genomics) and aligned to the GRCm38 (mm10) mouse-reference genome customized to count reads in exons and introns (pre-mRNA) (gene annotation version 94). Bioinformatic analyses were performed as described previously [13,14]. Single-nucleus RNA-seq data were preprocessed and further analyzed in R using Seurat v2.3.4 [15,16] with the following filter parameters: genes, nCell < 5; cells, nGene < 200. Barcodes with a total unique molecular identifier (UMI) count >10% of the 99th percentile of the expected recovered cells were selected for further analysis. We retrieved 4884 (control), 3017 (*Crebbp^f/f^* + Cre), and 4648 (*Ep300^f/f^* + Cre) high-quality nuclei per sample. Mean reads per nucleus were 62,810 (control), 99,066 (*Crebbp^f/f^* + Cre), and 65,928 (*Ep300^f/f^* + Cre). Data were then normalized using global scaling normalization (method: LogNormalize, scale.factor = 10,000). To identify major cell populations in the differentiated cultures, datasets were analyzed separately.

Highly variable genes (HVGs) were detected using the *FindVariableGenes* function with default parameters. Then, normalized counts on HVGs were scaled and centered using the *ScaleData* function with default parameters. Principal component analysis (PCA) was performed over the first ranked 1000 HVGs. Plots of the two principal components of the PCA, where cells were colored by dataset, excluded the presence of batch effects. Cluster detection was carried out using the Louvain algorithm with the first 20 PCA dimensions at resolution = 0.6 (the default and the optimal according to cell number, data dispersion, and co-expression of previously reported cell markers). Visualization and embedding were performed using t-distributed stochastic neighbor embedding (tSNE) [17] and uniform manifold approximation and projection (UMAP) [18] over PCA using the first 20 PCA dimensions.

After characterizing the cell heterogeneity of each condition separately, data from the control, CBP-ablated, and p300-ablated conditions were merged into a single dataset. Using the first 1000 HVGs from each sample, a total of 1421 unique HVGs detected in the three conditions were obtained. Normalized counts on merged HVGs were scaled and centered using the *ScaleData* function with default parameters, and PCA was performed over them. Plots of the two principal components of the PCA, where cells were colored by dataset, excluded the presence of batch effects. Subsequent analyses repeated the same strategy and the same clustering and visualization parameters as in the individual analyses. The *FindAllMarkers* function with default parameters was used to identify gene markers for each cluster and to assign the cell-type identity. Populations were identified by combining the clustering results over the merged dataset with clustering information obtained from the datasets separately, together with the co-expression of population markers and information from external single-cell RNAseq (scRNA-seq) datasets from the Allen Brain Map portal [19] and the Atlas of the Developing Mouse Brain [20]. Twelve clusters were unbiasedly identified, but three of them were closely distributed and manually fused since they presented minor expression differences. UMAP plots of gene expression show the normalized count (UMIs) per nucleus. Clustering was performed on the merged dataset from control, CBP-ablated, and p300-ablated conditions, and populations were identified by combining these results with clustering information obtained in the datasets separately, together with the co-expression of population markers. The *FindAllMarkers* function with default parameters was used to identify gene markers for each cluster and to assign cell-type identity to clusters based on scRNA-seq dataset of the Allen Brain Map portal (Mouse Whole Cortex and Hippocampus SMART-seq (2019) with 10x SMART-seq taxonomy (2020).

Differential expression analysis (DEA) was used to identify population gene effects between the different conditions. For DEA, the nuclei of each population were compared against all the other nuclei in the merged dataset using the Wilcoxon rank sum test on normalized counts with the following parameters: logfc.threshold = 0.25; min.pct = 0.25. Gene Ontology (GO) functional enrichment analyses for biological process (BP) were performed using clusterProfiler (v3.15.2). All enriched terms were considered significant at adjusted *p*-values by BH cutoff < 0.05. The reference gene set used to perform the analysis was the C5 (GO Biological Process) collection from the Molecular Signatures Database (MSigDB) (v6.2).

### 2.8. Statistical Analyses

Statistical analyses were carried out in GraphPad Prism8 Software. Sample size was based on previous experience and the literature. Data were presented as the mean ± standard error of mean (SEM). Statistical comparison between two groups was first tested for normality using Kolmogorov–Smirnov or Shapiro–Wilk tests and for variance with F-test. Data with a normal distribution were compared using the unpaired two-tailed Student’s t-test. When the normality test failed, the Mann–Whitney U-Test was performed. Statistical significance was defined for *p*-values below 0.05. * *p* < 0.05, **: *p* < 0.01, and *** *p* < 0.001.

## 3. Results

### 3.1. NCS Proliferation Is Preserved in the Absence of CBP or p300 but Impaired When Neither KAT3 Protein Is Present

To investigate CBP functioning during development we used a previously reported *Crebbp* conditional knockout (cKO) line in which exon 7 (encoding part of the KAT domain) is flanked by loxP sites (*Crebbp*^f/f^) [21] (Figure 1a). After recombination, the locus expresses a truncated CBP protein that lacks the KAT domain (aa 1300–1700) and other critical domains (KIX and CH3) downstream of the recombination site. To study the role of p300 in development, we also used a previously reported conditional *Ep300* KO line [7] in which exon 9 (encoding part of the KIX domain) is flanked by loxP sites (*Ep300*^f/f^; Figure 1a). After cre-dependent recombination, this genetic manipulation results in the absence of mature mRNA and protein, as confirmed by qRT-PCR, immunohistochemistry, and Western blot [7]. The removal of both KAT3 proteins simultaneously can be achieved in mice carrying homozygous floxed alleles for CBP and p300 (*Crebbp*^f/f^x*Ep300*^f/f^; Figure 1a).

To generate neurospheres lacking CBP, p300, or both, we isolated NSCs from the SVZ of *Crebbp*^f/f^, *Ep300*^f/f^, and *Crebbp*^f/f^x*Ep300*^f/f^ newborn mice (P0–P3) and infected them with a lentiviral vector encoding either the red fluorescent protein (RFP), as a control, or a Cre recombinase fused to mCherry to target the floxed alleles. Cells were then seeded in growth medium supplemented with epidermal growth factor (EGF) and fibroblast growth factor (FGF) as mitogens in the absence of adherent substrate (Figure 1b). After 2 weeks in culture to allow complete removal of KAT3 proteins, primary neurospheres were isolated by fluorescent-activated cell sorting (FACS) and replated to generate clonal secondary neurospheres. Next, we measured neurosphere diameter as an approximation to quantify cell proliferation [22]. CBP-lacking neurospheres showed similar diameters to control neurospheres after 7 days in culture post sorting (DIV7) (Figure 1c,d), suggesting that CBP does not interfere with proliferation. However, in the case of p300, we observed an increase in the diameter of the neurospheres (Figure 1e,f). To test whether this increase in diameter was a consequence of a larger cell size or a higher proliferation rate, we quantified the number and size of p300-ablated NSCs by FACS. We did not find significant differences in cell number (19,397 ± 637.5 vs. 19,453 ± 522.5, *p* = 0.9488). However, NSCs lacking p300 presented a slightly larger cell size (137.193 ± 36.646 *vs.* 64.744 ± 16.959, *p* < 0.0001) and nucleus size (mean 73.82 ± 14.677 *vs.* 69.84 ± 6.454, *p* < 0.0001) compared to controls (Figure 1g,h). This result suggests that p300 elimination impacts cell size but does not affect the proliferation of NSCs. Importantly, neurospheres with both CBP and p300 depleted showed a great reduction in diameter compared to control neurospheres (Figure 1i,j). Overall, these results indicate that, whereas proliferation of NSC is not affected by the absence of CBP or p300, simultaneous removal of both proteins seriously compromises proliferation and self-maintenance, indicating that the presence of at least one of the two KAT3 proteins is required for NSC proliferation.

### 3.2. CBP and P300 Are Individually Required for Proper NSC Differentiation

Neurospheres plated onto an adherent substrate in the presence of serum induced differentiation after 2 weeks in a typical profile: 80% of the cells in the culture expressed the glial fibrillary acidic protein (GFAP) (presumably astrocytes), 17% expressed neurofilament (NF) (presumably neurons), and 1–3% expressed O4 (presumably oligodendrocytes) (Reynolds and Weiss, 1992) [23,24]. We took advantage of this assay to investigate the capacity of neurospheres lacking CBP or p300 to produce different neural lineages. The 7DIV clonal secondary neurospheres were plated in the absence of the mitogen EGF to allow neurospheres to attach to the coated substrate and differentiate (Figure 2a); 2 days later, the medium was supplemented with serum, and the removal of CBP and p300 was confirmed (Figure S1). Then, we analyzed the migration and differentiation of cells exiting the neurospheres by performing time-lapse recordings. As early as 48 h after inducing differentiation, we already observed differences between CBP-KO and p300-KO, as well as their respective control cultures. CBP-lacking cultures exhibited a strong delay in cell migration compared to control cultures, whereas p300-ablated cells showed slightly slower migration than control cells (Figure 2b,c and Movies S1–S3). Neurospheres mutant for both KAT3 proteins did not self-replicate (Figure 1i,j); consequently, the differentiation assay was not possible to perform with the double-mutant NSCs.

After maintaining the cultures of CBP-KO, p300-KO, and control neurospheres for 15 DIV, we performed immunostaining with TUBB3, to label differentiating neurons, and GFAP, which is a stemness marker at early stages of differentiation and labels astrocytes at later stages. Control cultures stained with GFAP exhibited typical stellate with large filamentous morphology while a non-ramified morphology and low level of GFAP immunoreactivity were observed in neurospheres lacking CBP or p300 (Figure 3a–c’) (0.78 fluorescence intensity (arbitrary units) ± 0.018 (SEM)/nuclei (DAPI) in the control vs. 0.017 ± 0.035/nuclei in CBP-ablated and 0.01 ± 0.022/nuclei in P300-ablated samples; *p* < 0.0001). Furthermore, in the CBP-KO and p300-KO cultures, there were very few TUBB3^+^ cells, suggesting that neural progenitors lacking CBP or p300 do not differentiate properly into neuronal fate (Figure 3d–f, Figure 4a). We also stained with markers for mature astrocytes (S100ß) and oligodendrocytes (O4) and found cells positive for each of these markers in the control cultures in the expected proportions [23,24]. However, there was a significant loss of TUBB3^+^ cells in CBP- and in p300-lacking cultures compared to the controls (Figure 4a–d) and a dramatic decrease in the proportion of S100ß^+^ cells in both CBP and p300 mutant cultures (Figure 4e–g). As in the controls, cultures lacking CBP or p300 showed fewer than five O4^+^ cells per plate (Figure 4i–k’). We also measured cell death after the elimination of CBP and p300 and observed no significant changes in the number of dying cells in either of the two genotypes compared to the controls (Figure 4l–o).

These results suggested that NSCs lacking either CBP or p300 can survive in vitro but are not capable of differentiating properly into the different neural lineages.

### 3.3. Single-Nucleus RNA Sequencing Analysis of Neurospheres-Derived Cultures Revealed Differential Alterations after Removal of CBP or P300

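The deposited data hold 1 single-nucleus library for each of 3 conditions: control, CBP-ablated and p300-ablated neurosphere cultures. According to the methods, each library came from about 15 cultures pooled on day 15 of differentiation, with nuclei sorted by flow cytometry and 16000 nuclei loaded. The labels of all 3 samples name tamoxifen as the treatment, whereas the methods describe delivery of Cre by lentivirus, and each library was assigned by its genotype label. With 1 library per condition there were no replicates, and nuclei are not replicates of a condition, so no test between conditions was made. The authors aligned the reads to GRCm38, counted unique molecular identifiers (UMIs) over exons and introns with Cell Ranger, and deposited the counts of 30559 genes per nucleus without normalization. The counts sum to 16312170 UMIs in the control library, 12748336 in the CBP-ablated library and 18876682 in the p300-ablated library. The methods state the depth in reads per nucleus, while all values here use UMIs. The 3 libraries were merged, scaled to 10000 UMIs per nucleus and log-transformed, and the union of the 1000 most dispersed genes of each library (1576 genes) entered a principal component analysis. Louvain clustering used 20 components and a resolution of 0.6. For each library, UMIs were summed over the nuclei of a class, divided by the total of those nuclei to give CPM, and compared with control as a log2 ratio. Ranges in parentheses are 95% intervals, exact Poisson for a sum, Clopper-Pearson for a share, Newcombe for a difference of shares and conditional binomial for a ratio, and they cover counting error only.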

To explore the molecular changes underlying the morphological alterations observed in the CBP- and p300-deficient cultures, we conducted single-nucleus RNA sequencing (snRNA-seq) in the differentiation-induced cultures. After quality control (Figure S2), nucleus filtering, and joint analysis of samples from the two conditions and the controls, we performed unsupervised consensus clustering to identify major cell types and canonical marker genes (Supplementary Table S1). 

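Crebbp, which encodes CBP (ENSMUSG00000022521, chromosome 16 from 4081328 to 4213997), had 335 CPM in the control library (326 to 344), 369.5 in the CBP-ablated library (359 to 380.2) and 365 in the p300-ablated library (356 to 374). Ep300, which encodes p300 (ENSMUSG00000055024, chromosome 15 from 81585351 to 81652077), had 114 CPM in control (109 to 119), 136 in the CBP-ablated library (129.7 to 143) and 115 in the p300-ablated library (111 to 120.3). The log2 ratio of Crebbp in the CBP-ablated library was 0.14 (0.09 to 0.20), and that of Ep300 in the p300-ablated library was 0.02 (−0.07 to 0.11). The log2 ratio of each floxed gene was below 0 in 3 of the 9 classes of nuclei compared in its own library. Sums over exons and introns thus showed no loss of either gene and do not check the labels of the libraries. The alternative that moved the Crebbp ratio of the CBP-ablated library most was the median over classes, at 0.22. The median nucleus held 3219 UMIs and 1530.0 genes in control, 4016 UMIs and 1807 genes in the CBP-ablated library, and 3902.5 UMIs and 1730.5 genes in the p300-ablated library. The nuclei with the fewest UMIs had between 500 and 502, and no nucleus had under 200 genes. All deposited nuclei were kept. Scrublet scores were used to call 191 control, 73 CBP-ablated and 173 p300-ablated nuclei as doublets, at the rate expected from the number of nuclei, because the threshold it chose by itself called only 0.215% of the p300-ablated nuclei.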

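The merged nuclei formed 14 clusters at the resolution of 0.6. A cluster was given the name of a cell type, followed by "-like", when at least 60% of the markers fixed for that type before the data were examined were detected in 10% of its nuclei and lay 2 times above all other nuclei. These limits were set after the clusters were seen, and a difference from the published clusters may come from names rebuilt in this way. By this rule 11 clusters received the names of 10 classes, with 2 clusters joined as committed oligodendrocyte precursor-like nuclei. The clusters left without a name held 6.12% of the control nuclei, 10.5% of the CBP-ablated nuclei and 5.36% of the p300-ablated nuclei.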

The integrated bioinformatic analysis identified 12 clusters (Figure 5a) that were annotated to 10 cell types according to the top 20 bona fide marker genes per cluster from the scRNA-seq dataset of the Allen Brain Map portal [19] and markers from the Atlas of the Developing Mouse Brain [20] (Figure 5b). Gene expression in these clusters identified cluster 2 as glial/astrocyte progenitor cells (GPC) (*Mgat5* and *Aqp4*), cluster 3 as astrocytes (*Slc1a3, Gpc5,* and *Atp1a2*), cluster 4 as oligodendrocyte progenitor cells (OPC) (*Bcas1, Sirt2,* and *Enpp6*), cluster 5 as immature neurons (INMN) (*Kcnj6, Nell2,* and *Cacng4*), cluster 6 as oligodendrocytes (*Mog, Mbp,* and *Mag*), cluster 7 as proliferating cells (*Mki67, Kif4,* and *Rbfox1*), cluster 8 as neurons (*Ascl2, Cpn4,* and *Adarb2*), and cluster 9 as microglia (*Inpp5d, Fyb,* and *Fli1*). 

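In the rebuilt classes, summed over the 3 libraries, Mgat5 had 2566 CPM and Aqp4 675 CPM in glial progenitor-like nuclei. Gpc5 had 6629 CPM and Slc1a3 1507 CPM in astrocyte-like nuclei, while Slc1a3 also had 1305 CPM in glial progenitor-like and 1001 CPM in RGC/PSC-like nuclei. Bcas1 had 4917 CPM in committed oligodendrocyte precursor-like nuclei, against 1336 CPM in oligodendrocyte-like and 496 CPM in NPC/OPC-like nuclei. Kcnj6 had 259 CPM in the class built from the markers of cluster 5, called cluster-5-like, and 43.6 CPM in neuron-like nuclei. Cacng4, by contrast, was as high in NPC/OPC-like nuclei (838 CPM) as in cluster-5-like nuclei (770.2 CPM). Mog had 821 CPM in oligodendrocyte-like nuclei and 31.0 CPM in committed oligodendrocyte precursor-like nuclei. Rbfox1, listed for proliferating cells, had 2275 CPM in proliferating-like and 2644 CPM in neuron-like nuclei. Adarb2 had 7147 CPM in neuron-like nuclei and Cpne4, which the paper appears to write as Cpn4, had 893 CPM there. Ascl2 stayed under 1 CPM in every class. Fyb had 2582 CPM in microglia-like nuclei. Apart from Rbfox1, Cpne4 and Ascl2, these genes were on the lists used to name the clusters. Those lists include markers that the paper names from these same libraries. High levels of such genes in their own class thus follow in part from the naming.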

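The largest cluster carried all 8 of the markers fixed for NPC/OPCs, with Cspg4, Pdgfra and Megf11 among the 10 genes of largest fold over all other nuclei. The second cluster carried all 9 markers of RGC/PSCs, with Pde1a, Lrp2 and Shroom3 among its 10 leading genes. Of the 3 clusters without a name, cluster 7 was led by Mdm2, Polk and Plekha7 and held 4.46% of control, 2.59% of CBP-ablated and 3.55% of p300-ablated nuclei. Cluster 12, led by Gpr149, Syt1 and Ets1, took 94.9% of its nuclei from the CBP-ablated library at this resolution. At a resolution of 1.2, a cluster led by the same 3 genes held 110 control, 237 CBP-ablated and 37 p300-ablated nuclei. Cluster 13 held 72 control, 36 CBP-ablated and 82 p300-ablated nuclei, of which 72, 29 and 75 were called doublets.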

The remaining clusters were not characterized by a single cell type, suggesting a spectrum of cells in transition between different states; cluster 0 appeared to be a mix of neuronal progenitors (NPCs) and OPCs, while cluster 1 appeared to be a mix of pluripotent stem cells and/or radial glial cells (PSCs/RGCs).

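The astrocyte-like cluster held 1279 of 4884 control nuclei, a share of 26.2% (25.0 to 27.4). It held 0 of 3017 nuclei of the CBP-ablated library, with an interval up to 0.122%, and 0 of 4648 nuclei of the p300-ablated library, with an interval up to 0.0793%. The cluster was thus of the control library alone. With the variable genes that differed 2 times between whole libraries left out of the clustering, its share was 26.1% of control nuclei and again 0 in the ablated libraries. When each library was clustered by itself, 26.2% of the control nuclei and none of the 3017 and 4648 ablated nuclei fell in an astrocyte-like cluster. Classes by marker score, which use no clusters, placed 26.7% of control, 0.464% of CBP-ablated (14 nuclei) and 0.990% of p300-ablated nuclei (46) in this type. Thinning each nucleus to 1500 UMIs before clustering gave 27.3% of control nuclei, so the cluster did not depend on the lower depth of the control library. Within control, 36.5% of the astrocyte-like nuclei (33.9 to 39.2) had a UMI of Xist after thinning to 1500 UMIs, below the 46.2% to 74.2% of the 12 other control clusters.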

Uniform manifold approximation and projection (UMAP) plots displaying differential clustering showed a complete absence of the astrocytic population (cluster 3) both in CBP-lacking and in p300-lacking cultures (Figure 5c). This cluster included bona fide marker genes for astrocytes, such as *Scl1a3* (GLAST*), Scl7a11, Gpc5, Apoe, Rorb, Atp1a2*, and *Ntm*. 

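The level of 6 astrocyte markers was compared between whole libraries without use of the clusters. Across all nuclei, the median log2 ratio of Slc1a2, Slc7a11, Gpc5, Apoe, Rorb and Slc1a3 was −2.02 (−2.09 to −1.95) in the CBP-ablated and −1.21 (−1.24 to −1.18) in the p300-ablated library. Both medians lay below all 10000 random lists of 6 genes matched on mean expression. The paper names 5 of the 6 genes as markers of its cluster 3 in these same libraries, so low values follow in part from how the genes were chosen. Gpc5 (ENSMUSG00000022112) fell from 2382 CPM in control to 213 in the CBP-ablated and 922 in the p300-ablated library. Slc7a11 fell from 324 CPM to 8.63 and 10.3, and it was also lower in each of the 9 classes of nuclei compared in either ablated library, where its control level was 17.8 to 125 CPM, against 1120 CPM in astrocyte-like nuclei. These classes can hold free RNA from the astrocytes of the control library, which was not subtracted for this gene, and both comparisons share that library. Ntm, also among the markers listed, had 12468 CPM in astrocyte-like nuclei and 3374 CPM in glial progenitor-like nuclei. The alternative that moved the medians most left out the astrocyte-like cluster: outside it, they were −1.11 (−1.18 to −1.03) in the CBP-ablated and −0.20 (−0.23 to −0.16) in the p300-ablated library. There, no difference was detectable for Slc1a3 in the p300-ablated library, at a log2 ratio of −0.016 (−0.065 to 0.032).

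**Figure D1:**
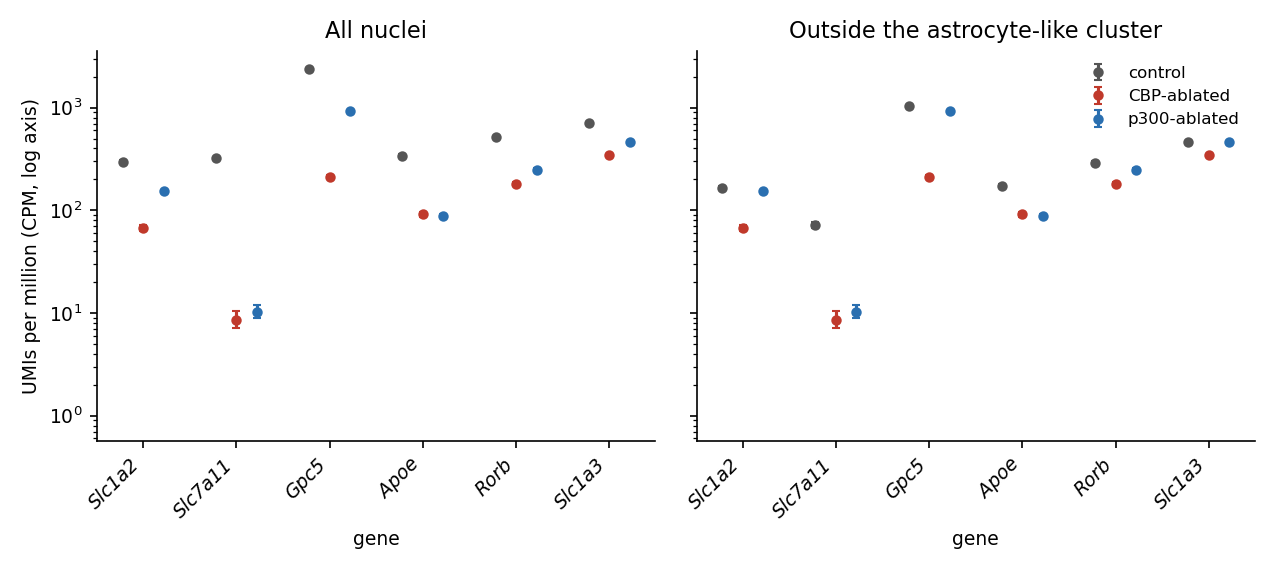
CPM of 6 astrocyte markers (log axis) in the control, CBP-ablated and p300-ablated libraries, over all nuclei (left) and over nuclei outside the astrocyte-like cluster (right). Bars are 95% Poisson intervals, and Slc7a11 stays furthest below control in both ablated libraries in both panels.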

Next, we explored whether the absence of astrocytes was compensated for by alterations in other populations. 

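As a share of all nuclei of each library, 10 classes were compared with control, and all differences rest on 1 library per condition. The sum of the shares is fixed, so the absence of 1 class raises the others. In the CBP-ablated library, committed oligodendrocyte precursor-like nuclei made up 20.2% (18.8 to 21.7) against 8.03% in control (7.28 to 8.82). Oligodendrocyte-like nuclei made up 16.1% (14.8 to 17.5) against 3.28% (2.79 to 3.81). RGC/PSC-like nuclei rose from 9.15% to 12.3% in the CBP-ablated and 17.1% in the p300-ablated library, and glial progenitor-like nuclei from 9.25% to 13.0% and 12.5%. Outside the astrocyte-like cluster, the RGC/PSC-like difference in the CBP-ablated library was −0.136 points (−1.72 to 1.46). The glial progenitor-like difference in the p300-ablated library was −0.0812 points (−1.53 to 1.35) on that scale. With each library clustered by itself it was −0.966 points (−2.30 to 0.373). Microglia-like nuclei fell from 3.79% to 2.52% and 1.14%. With each library clustered by itself their shares were 3.75%, 3.58% and 3.23%, with differences from control of −0.167 points (−0.999 to 0.711) and −0.52 points (−1.26 to 0.220). That setting put 108 CBP-ablated and 150 p300-ablated nuclei in this class, against 76 and 53 in the merged clustering. The counts of 76 and 53 were the same at resolutions 0.3 and 1.2 and with a second random seed. What the further nuclei are was not tested. Without the variable genes that differed 2 times between libraries, oligodendrocyte-like nuclei were 3.32% of control, 15.8% of CBP-ablated and 3.96% of p300-ablated nuclei, and committed oligodendrocyte precursor-like nuclei 7.82%, 19.8% and 5.06%.

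**Figure D2:**
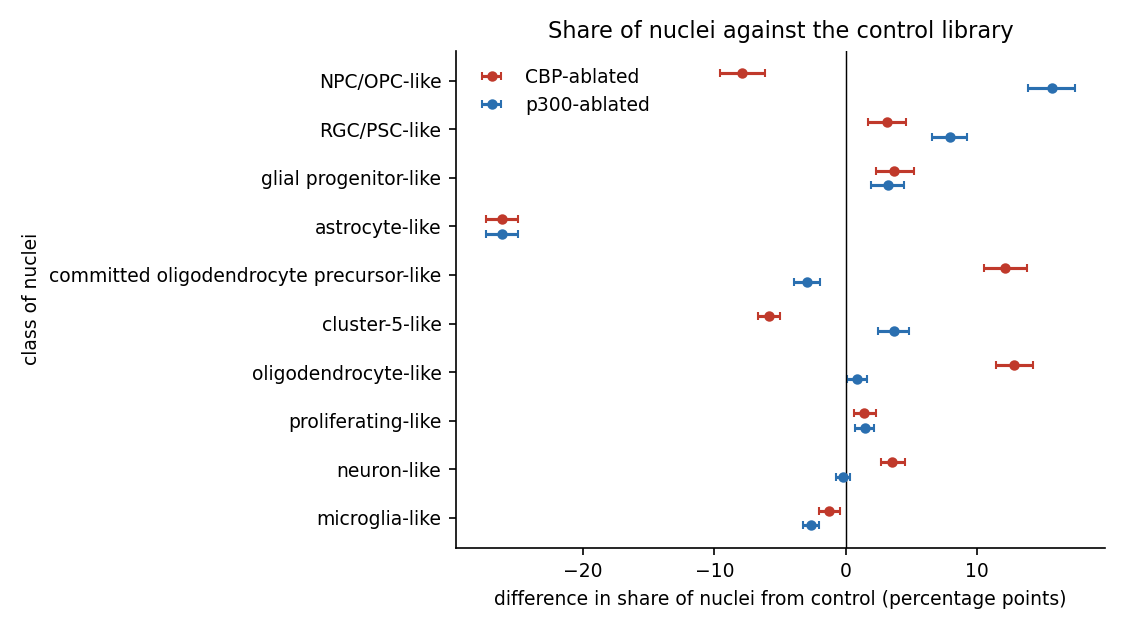
Difference in the share of nuclei from the control library, in percentage points, for 10 classes in the CBP-ablated and p300-ablated libraries, with 95% Newcombe intervals for counting error. The oligodendrocyte-like and committed oligodendrocyte precursor-like classes are above control by 12.8 and 12.2 points in the CBP-ablated library, and both libraries sit at −26.2 points in the astrocyte-like class.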

Analysis of cluster proportion revealed that several clusters displayed altered nuclei proportions in CBP-lacking and/or p300-lacking cultures compared to the controls (Figure 5d). 

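NPC/OPC-like nuclei were 1082 of the control library (22.2%, 21.0 to 23.3), 431 of the CBP-ablated library (14.3%, 13.1 to 15.6) and 1758 of the p300-ablated library (37.8%, 36.4 to 39.2). The difference from control was −7.87 percentage points (−9.56 to −6.14) in the CBP-ablated library and 15.7 points (13.8 to 17.5) in the p300-ablated library. Without the variable genes that differed 2 times between libraries, the 3 shares were 21.5%, 13.3% and 37.1%. The decrease in the CBP-ablated library reversed to 5.18 points (3.22 to 7.16) when each library was clustered by itself, where the nuclei of that library formed no cluster-5-like and no proliferating-like cluster of their own. It was −0.764 points (−2.47 to 0.972) when each nucleus took the class of its highest marker score. As a share of nuclei outside the astrocyte-like cluster, the difference was −15.7 points (−17.7 to −13.8) in the CBP-ablated library. On that scale it was 7.81 points (5.76 to 9.84) in the p300-ablated library.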

Cluster 0 (NPC/OPCs) showed a lower proportion of cells in the CBP-ablated cultures than in the control, while the p300-lacking cultures were slightly more populated than the controls. 

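Cluster-5-like nuclei made up 7.31% of control (357 nuclei, 6.60 to 8.08), 1.46% of the CBP-ablated library (44 nuclei, 1.06 to 1.95) and 11.0% of the p300-ablated library (509 nuclei, 10.1 to 11.9). In the CBP-ablated library, however, cluster 12 held a further 204 nuclei (6.76%), against 9 in control and 2 in the p300-ablated library. With the variable genes that differed 2 times between libraries left out, 203 of the 215 nuclei of cluster 12 joined the cluster-5-like class, whose share became 7.96% in control, 9.48% in the CBP-ablated library and 11.4% in the p300-ablated library. With a second random seed, 210 of them did so, with shares of 7.51%, 8.49% and 11.0%. The share of this class in the CBP-ablated library therefore changed direction with the place of these nuclei.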

Cluster 5 (INMN) showed no alteration in terms of proportions but exhibited differences in cell distribution in CBP-deficient cultures compared to the control or the p300-ablated conditions (Figure 5c,d). Together, these results indicate that (i) both KAT3 proteins are essential for astrocytic lineage differentiation, (ii) the absence of CBP strongly interferes with NPC/OPCs differentiation favoring the oligodendrocytic lineage and with INMN maturation, and (iii) the absence of p300 leads to defects different to those observed after CBP ablation.

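The shares behind these statements came from 1 library each, and no difference has a replicate check. From these results together, the paper concludes that astrocytic differentiation requires both KAT3 proteins, that loss of CBP disturbs the differentiation of NPC/OPCs, in favor of oligodendrocytes, and the maturation of immature neurons, and that the defects after loss of p300 differ from those after loss of CBP. In the p300-ablated library, committed oligodendrocyte precursor-like nuclei fell by 2.93 percentage points (−3.92 to −1.94) and oligodendrocyte-like nuclei rose by 0.876 points (0.117 to 1.64). Among nuclei outside the astrocyte-like cluster, the latter difference was −0.286 points (−1.19 to 0.589).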

Next, we investigated the transcriptional alterations associated with CBP removal in the two clusters that displayed the strongest effect (cluster 0 and cluster 5) (Figure 6a; Supplementary Table S2). 

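Within each class, 1 library was set against 1, so genes were ranked by the size of the log2 ratio and no gene was called changed. The NPC/OPC-like nuclei held 3557487 UMIs in control and 1515977 in the CBP-ablated library, and 5818 genes with at least 100 UMIs in both together were ranked. Among these, the largest log2 ratios were those of Mbp, Slc24a2 at 2.25 (1.86 to 2.65), St18 at 1.83 (1.43 to 2.23), Zfp536 at 1.77 (1.19 to 2.36) and Rnf220 at 1.75 (1.32 to 2.18). Rnf220 rose from 22.2 to 74.5 CPM in these nuclei, while oligodendrocyte-like nuclei of all libraries together had 4071 CPM. Free RNA from oligodendrocytes, discussed below for Mbp, was not excluded for these largest ratios. The smallest were those of Ndst3 at −2.42 (−3.05 to −1.84), Unc13c at −2.05 (−2.79 to −1.38), Adra1a at −2.03 (−2.98 to −1.21), Fam135b at −1.85 (−2.69 to −1.09) and Chrm3 at −1.78 (−2.44 to −1.17). The cluster-5-like nuclei of the CBP-ablated library were few, with 158710 UMIs against 1256503 in control, and 2464 genes were ranked. Apart from Bcas1, the largest ratios there were those of Nrg1 at 1.63 (1.30 to 1.95), Cntn5 at 1.57 (1.06 to 2.05), Rgs6 at 1.40 (0.70 to 2.06) and Grm7 at 1.32 (0.60 to 2.00), of which Cntn5, Rgs6 and Grm7 changed sign under other settings. The smallest was that of Insyn2b at −2.70 (−4.99 to −1.12), from 3 UMIs. The copy of Table S2 used here held the first 1999 of its 4572 genes for cluster 0 and the first 1999 of 4921 for cluster 5.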

In the CBP-lacking cultures, 44 genes were upregulated and 66 were downregulated in cluster 0, while 112 were upregulated and 205 were downregulated in cluster 5. To identify biological processes affected by these transcriptional changes, we performed GO overrepresentation analysis. 

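In NPC/OPC-like nuclei of the CBP-ablated library, Grik2 (ENSMUSG00000056073) had 1560 UMIs against 4725 in control, a log2 ratio of −0.37 (−0.45 to −0.29). The log2 ratio was −0.52 (−0.62 to −0.43) for Sema3d, −0.14 (−0.18 to −0.11) for Nlgn1 and −0.29 (−0.35 to −0.23) for Ntm. The median of these 4 genes was −0.33 (−0.39 to −0.28), at the 1.645 percentile of 10000 random lists of 4 genes matched on their mean expression in these nuclei. The genes were chosen by the study from the same libraries, so the percentile is not independent of it. They are called neuronal below after the paper, which links them to neuronal functions. In control, NPC/OPC-like nuclei had more than neuron-like nuclei of Sema3d (1055 against 48.3 CPM), Nlgn1 (6732 against 2591) and Ntm (2628 against 2407). Grik2 was higher in neuron-like nuclei, at 1937 against 1328 CPM. A lower median is thus not by itself a fall of a neuronal program. The alternative that moved the median most gave each nucleus the class of its highest marker score, at −0.43. On the natural log scale of the fold changes in Table S2, Grik2 was −0.235 here (−0.288 to −0.183), and the paper's value is −0.259. The decrease was not limited to this class. The interval of the log2 ratio lay below 0 in all 9 of the classes compared for Ntm, in 4 for Grik2, in 4 for Sema3d and in 3 for Nlgn1, and it lay above 0 in 3 others for Nlgn1 and in 1 for Grik2. In NPC/OPC-like nuclei of the p300-ablated library, Grik2 was also lower than in the same control, at −0.42 (−0.48 to −0.37). Its interval lay below 0 in 6 classes of that library. The other genes were closer to control there, at 0.04 for Sema3d, −0.04 for Nlgn1 and −0.07 for Ntm. The gene sets behind the terms were not analysed here.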

Downregulated DEGs in cluster 0 showed robust association with GO-BP terms (adj. *p* < 0.05) linked to neuronal functions, such as *NMDA glutamate receptor clustering*, *neuron cell–cell adhesion*, *presynaptic membrane organization*, *glutamatergic synaptic transmission*, and *synapse assembly*, including many well-known modulators of these processes such as *Nrxn1, Grik2, Sema3d, Nlgn1*, and *Ntm*. In contrast, the analysis of the upregulated genes (e.g., *Mbp, Plp1, Tcf7l2, Bcas1, Sox6*, and *Sox10)* retrieved terms related to oligodendrocyte fate such as *oligodendrocyte development*, *ensheathment of neurons*, *axon ensheathment*, or *myelination* (Figure 6a,b). 

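In NPC/OPC-like nuclei of the CBP-ablated library, Mbp (chromosome 18 from 82475146 to 82585637) had 172 UMIs against 83 in control, a log2 ratio of 2.28 (1.9 to 2.68). The log2 ratio was 0.59 (0.42 to 0.77) for Tcf7l2, 0.25 (0.13 to 0.36) for Bcas1 and 0.11 (0.07 to 0.16) for Sox6. For Sox10 it was −0.13 (−0.29 to 0.03), so no difference was detectable at this depth. On the natural log scale Sox10 was −0.0686 (−0.150 to 0.0136) here, and the value in the paper's Table S2 is −0.0463. The median of the 5 genes was 0.25 (0.14 to 0.37), at the 97.2 percentile of random lists, and that of 7 myelin genes was 1.85 (1.43 to 2.47), above all random lists. With 10% of each class profile subtracted as free RNA of its library, the median of the 5 genes was 0.068, from 4 of them, and the log2 ratio of Bcas1 was 0.02. Within the parts of the class found at resolution 1.2, the median of the 5 genes was 0.016 (−0.022 to 0.11) in cluster 1 and −0.10 (−0.25 to 0.12) in cluster 0, and that of the myelin genes 2.01 (1.51 to 2.66) and 1.75 (0.58 to 2.92). Mbp rose from 0.233 to 1.13 UMIs per 10000 in NPC/OPC-like nuclei, and from 0.153 to 0.849 in RGC/PSC-like nuclei and 1.88 to 4.14 in microglia-like nuclei, which should lack it. A UMI of Mbp was found in 32.0% of the NPC/OPC-like nuclei of the CBP-ablated library (median of 3438 UMIs) and in 34.2% of its microglia-like nuclei (median of 1022.5 UMIs). The share in NPC/OPC-like nuclei thus did not exceed that in microglia-like nuclei of lower depth. Bcas1 rose by 0.925 UMIs per 10000 (0.478 to 1.39) in NPC/OPC-like and by 0.798 (0.597 to 1.01) in RGC/PSC-like nuclei.

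**Figure D3:**
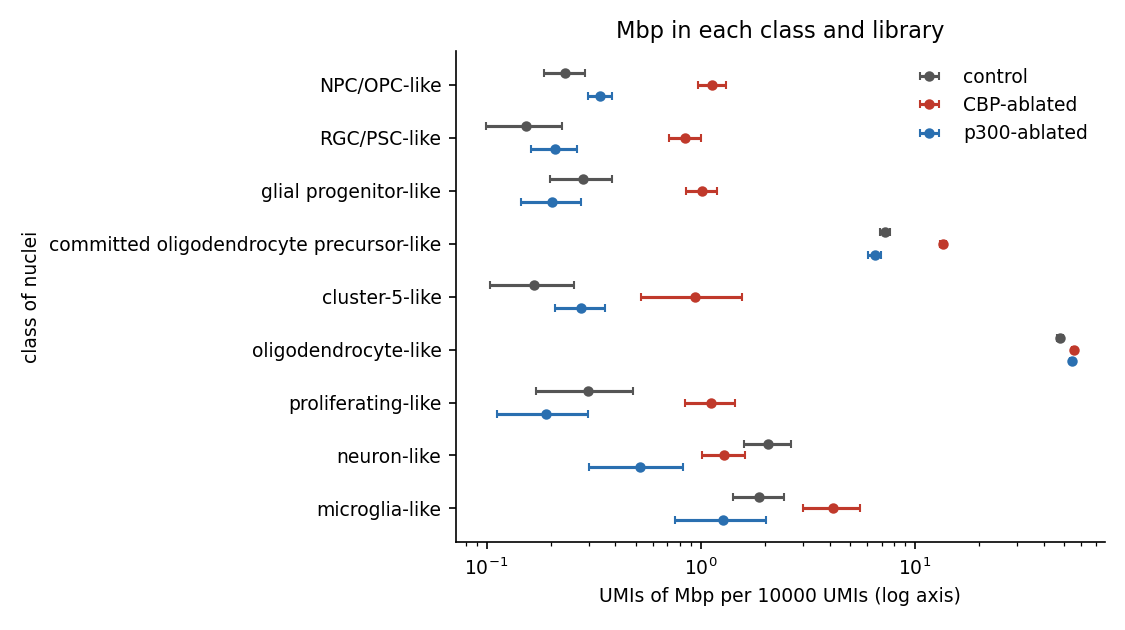
UMIs of Mbp per 10000 UMIs (log axis) in 9 classes of nuclei of the control, CBP-ablated and p300-ablated libraries, with 95% Poisson intervals. The CBP-ablated library lies above control in every class shown but neuron-like nuclei, where doublets raise the control value from 0.479 to 2.06.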

GO analysis for cluster 5 also evidenced a clear trend for this population to adopt an oligodendrocytic lineage to the detriment of neuronal markers because there was a highly significant enrichment of upregulated genes in *myelination*, *ensheathment of neurons*, or *axon ensheathment* terms and an enrichment in terms such as *post-synapse organization*, *regulation of synapse organization*, *modulation of chemical synaptic transmission*, *chemical synaptic transmission*, or *neuron development* among the downregulated DEG (Figure 6c,d). In contrast to the CBP-lacking cultures, the upregulation of genes associated with the oligodendrocytic lineage was not evident in any of these two clusters in the p300-ablated cultures. Together, these results confirm the key role for CBP in the regulation of gene programs implicated in neuronal/oligodendrocyte lineage decision and the different function for p300 in the differentiation of NSC.

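In the 44 cluster-5-like nuclei of the CBP-ablated library, Mbp had 15 UMIs and a log2 ratio of 2.50 (1.44 to 3.52), and Bcas1 had 32 UMIs and a log2 ratio of 1.53 (0.89 to 2.12). The log2 ratio of Sox6 was 0.21 (0.07 to 0.34) and that of Tcf7l2 −0.22 (−0.77 to 0.28). Sox10 had 8 UMIs against 174 in control, a log2 ratio of −1.46 (−2.69 to −0.45). The median of the 5 oligodendrocyte genes was 0.21 (0.08 to 0.35), at the 73.1 percentile of random lists, and the median of the 4 neuronal genes was −0.68 (−0.82 to −0.50), at the 0.07 percentile. The median of the myelin genes was 0.82 (−1.26 to 2.25), from 5 of the 7, at the 73.6 percentile. With 5% of the profile subtracted as free RNA, the oligodendrocyte median changed sign to −0.12, from 4 of the 5 genes. With 10% it was −0.82, from 3 genes. The myelin median was −1.03 after subtraction of 5%, from 2 of the 7 genes. It was above 0 in 9 of 10 alternatives, including those chosen after seeing the data. When cluster 12 was added to this class, a choice made after seeing the data, the oligodendrocyte median was 1.07, the neuronal median −0.88 and the myelin median 2.10, at the 99.99 percentile. With random seed 2, also chosen after seeing the data, the myelin median was 2.16. With both clusters together, Sox10 had a log2 ratio of 1.01, and the oligodendrocyte median was 1.09 after subtraction of 10% free RNA. Mbp rose from 0.167 to 0.945 UMIs per 10000 in the cluster-5-like nuclei.

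**Figure D4:**
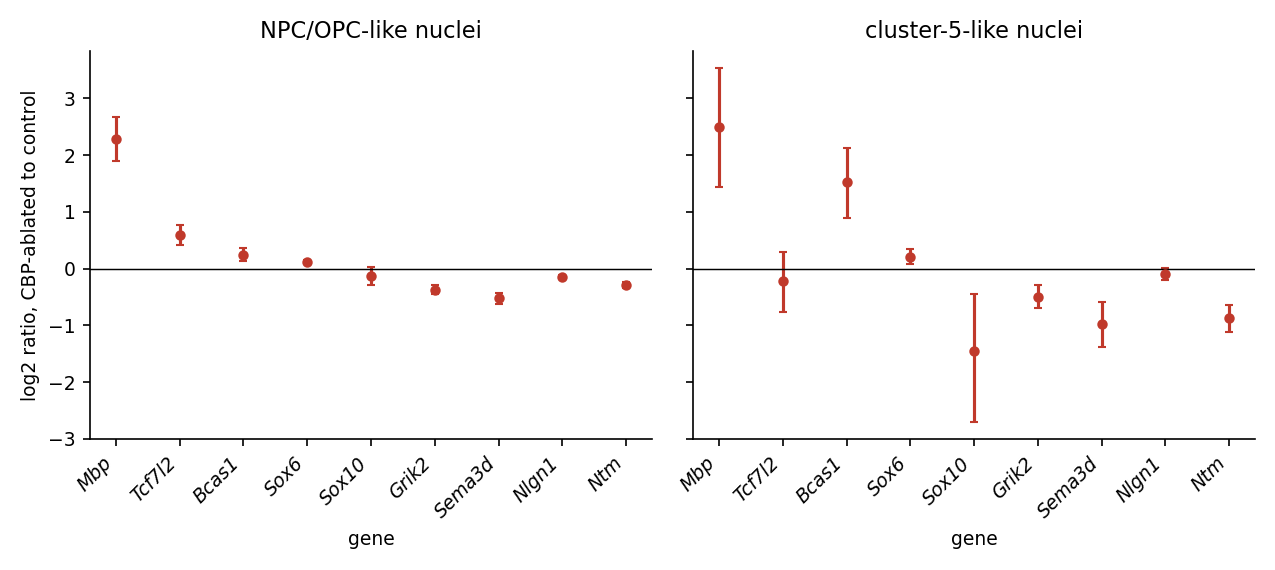
Log2 ratio of the CBP-ablated to the control library for 9 genes named by the study, within NPC/OPC-like nuclei (left) and cluster-5-like nuclei (right), with 95% conditional binomial intervals. Mbp is highest in both classes, and Sox10 is lowest in cluster-5-like nuclei, where it changes sign once cluster 12 is added.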

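In NPC/OPC-like nuclei of the p300-ablated library, which held 6796201 UMIs, the median log2 ratio of the same 5 oligodendrocyte genes was −0.059 (−0.085 to 0.020), at the 16.2 percentile of random lists. Mbp was 0.54 (0.18 to 0.92), Sox10 0.16 (0.06 to 0.26) and Tcf7l2 −0.33 (−0.47 to −0.19). Within the parts of the class found at resolution 1.2, the median of the 5 genes was 0.38 (0.26 to 0.46) in cluster 1, at the 99.96 percentile, and 0.072 (−0.027 to 0.17) in cluster 0. The 7 myelin genes had a median of −0.041 (−0.58 to 0.56). In cluster-5-like nuclei of this library, the median of the 5 genes was 0.34 (0.11 to 0.65), at the 99.05 percentile, with all 5 above control. There, Sox10 had 483 UMIs against 174 and a log2 ratio of 0.75 (0.50 to 1.01), while the interval of each of the other 4 genes included 0. With random seed 2, chosen after the data were seen, the percentile was 89.6. The myelin genes had a median of −0.68 (−1.34 to 0.29) in these nuclei, from 6 of the 7 genes. The difference between the CBP-ablated and p300-ablated libraries was not itself tested.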

Altogether, immunostaining data and differential gene expression analyses based on snRNA-seq confirmed profound transcriptional changes that support important individual roles for both KAT3 proteins in astrocytic development. In addition to this essential role in astrocytes, our results are compatible with the idea that CBP and p300 play nonredundant roles in the development of other neural types. While elimination of each of these proteins induces arrest of neural progenitors, only the absence of CBP triggered aberrant differentiation to the oligodendrocyte lineage (Figure 6e).

## 4. Discussion

Conventional CBP and p300 KO mice are embryonic lethal [4,5] due to a failure in neural tube closure and extensive brain hemorrhage. This severe phenotype initially limited the precise investigation of the effects of CBP and p300 ablation in the CNS. These initial studies suggested that both KAT3 proteins play similar role in embryonic development because of the almost identical phenotype of conventional knockouts [4] and their sequence homology [25]. However, more recent studies have shown that, in different tissues, the functions of these proteins do not always overlap. For instance, p300 is required for the development of lung or heart [26,27], whereas CBP has a prominent role in motor neuron differentiation [28]. Given these observations, we decided to compare the function of KAT3 in proliferation and differentiation of NSC by generating neurospheres from the SVZ and differentiating them to the different neural lineages [6].

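Proliferating-like nuclei, named from markers such as Mki67, Top2a and Kif11, were 129 of the control library (2.64%, 2.21 to 3.13), 122 of the CBP-ablated library (4.04%, 3.37 to 4.81) and 190 of the p300-ablated library (4.09%, 3.54 to 4.70). The difference from control was 1.40 percentage points (0.592 to 2.27) in the CBP-ablated and 1.45 points (0.724 to 2.18) in the p300-ablated library. Without the variable genes that differed 2 times between libraries, the shares were 2.97%, 4.54% and 4.69%. As a share of nuclei outside the astrocyte-like cluster, the differences were 0.465 points (−0.457 to 1.41) and 0.509 points (−0.337 to 1.34). With each library clustered by itself, the CBP-ablated library formed no proliferating-like cluster, and its difference was −2.23 points (−2.69 to −1.83). Its difference was above 0 in 10 of 11 alternatives, and that of the p300-ablated library in all 11. Mki67 had 16.1 CPM in control, 18.0 in the CBP-ablated and 17.7 in the p300-ablated library, with log2 ratios of 0.17 (−0.09 to 0.43) and 0.14 (−0.10 to 0.38), a difference not detectable at this depth.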

Previous work by Wang and collaborators [29] showed that CBP knockdown in vitro had no effect on the percentage of proliferating cortical precursor cells expressing Ki67 or cleaved caspase-3, markers of proliferation and apoptosis, respectively, consistent with our neurospheres and RNA-seq analysis. However, our experiments went further and demonstrated that, although proliferation of neural progenitor cells is not affected in the absence of CBP nor p300, it is seriously compromised when both proteins are absent.

In addition, neurosphere-induced differentiation showed that elimination of either CBP or p300 interfered with glial and neuronal differentiation. Very few S100ß^+^ cells were observed in CBP- or p300-lacking cultures, and the morphology of GFAP-positive cells was also altered in both conditions compared to the control differentiated cultures. Our snRNA-seq assay helped to precisely determine the molecular basis of the dramatic change in the morphology of GFAP and reduction in the number of S100ß^+^ cells. 

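Over all nuclei, Gfap (ENSMUSG00000020932) had 83.9 CPM in control (79.5 to 88.5), 152 in the CBP-ablated library (146 to 159) and 86.7 in the p300-ablated library (82.6 to 91.0). Its log2 ratio to control was 0.86 (0.76 to 0.96) and 0.05 (−0.06 to 0.15). Summed over the 3 libraries, Gfap was highest in glial progenitor-like nuclei, at 719 CPM, against 89.5 CPM in astrocyte-like nuclei. S100b had 21.0 CPM in control (18.8 to 23.3), 28.8 in the CBP-ablated library (25.9 to 31.9) and 15.0 in the p300-ablated library (13.3 to 16.9), with log2 ratios of 0.46 (0.24 to 0.67) and −0.48 (−0.71 to −0.25). Also summed over the 3 libraries, the highest level of S100b was in committed oligodendrocyte precursor-like nuclei, at 55.8 CPM, with 18.1 CPM in astrocyte-like nuclei. The astrocyte-like nuclei came from control alone, so these levels of classes mix differences between libraries with differences between classes. These are levels of transcripts in nuclei and not of the stained proteins.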

Even further, the bioinformatic analysis of these cultures revealed that the astrocyte population completely disappeared after ablation of either of the two KAT3 proteins. The cluster population expressing bona fide markers that define astrocytes, such as *Scl1a3* (GLAST), *Scl7a11*, *Gpc5*, and *Rorb*, completely disappeared in CBP- or p300-lacking cultures. 

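The shares of a library sum to a fixed total, so part of each increase follows from the absence of the astrocyte-like cluster alone. As a share of the nuclei outside that cluster, committed oligodendrocyte precursor-like nuclei still rose by 9.31 percentage points (7.56 to 11.1) in the CBP-ablated library. In the p300-ablated library, NPC/OPC-like nuclei rose by 7.81 points (5.76 to 9.84) on this scale. Oligodendrocyte-like nuclei in the CBP-ablated library were above control by 11.7 to 14.1 points in all 11 alternatives tried.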

The disappearance of cluster 3 was accompanied by an increase in other populations such as cluster 4 (presumably OPCs) and cluster 6 (presumably oligodendrocytes) in the case of CBP-lacking cultures or cluster 0 (NPCs/OPCs) in the case of p300-lacking cultures. In line with these observations, OPC- and oligodendrocyte-specific genes were significantly upregulated in the absence of CBP [23,24]. These results suggest that, in the absence of CBP, cells that should have acquired an astrocytic fate might have acquired an oligodendrocyte lineage instead. However, when p300 was eliminated, cells that could not differentiate to astrocytes were stalled at more progenitor/pluripotent stages.

According to GO enrichment analyses, in a large population of immature neurons in CBP- or p300-lacking cultures, many genes involved in neuronal differentiation, cell polarity and adhesive functions, axonal projection and guidance, or synapse organization and assembly, including well-known modulators of these processes such as *Nrxn1*, *Grik2*, *Sema3d*, *Nlgn1*, and *Ntm*, were downregulated. 

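In cluster-5-like nuclei of the CBP-ablated library, the log2 ratio was −0.49 (−0.70 to −0.29) for Grik2, −0.97 (−1.38 to −0.58) for Sema3d, −0.10 (−0.20 to 0.00) for Nlgn1 and −0.87 (−1.11 to −0.64) for Ntm. In the p300-ablated library it was −0.38 (−0.45 to −0.30) for Grik2. Sema3d was above control there, at 0.51 (0.40 to 0.63), and no difference was detectable for Nlgn1 (0.02, −0.02 to 0.06) and Ntm (−0.03, −0.11 to 0.04). The median of the 4 genes was −0.68 in the CBP-ablated library and −0.0062 (−0.051 to 0.034) in the p300-ablated library, the latter at the 34.6 percentile of random lists. In the p300-ablated library it ranged from −0.070 to 0.12 across 11 alternatives and was above 0 in 4 of them.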

In line with these results, it has been shown that iPSC-derived neurons from RSTS patients have an altered neuroprogenitor-to-neuron transcriptional program [30].

We also noticed in our snRNA-seq analysis that cluster 8, which according to the expression of markers such a NeuN or Dcx may be identified as a neuronal population, was not altered in the absence of CBP or p300. 

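Neuron-like nuclei were 102 of the control library (2.09%, 1.71 to 2.53), 170 of the CBP-ablated library (5.63%, 4.84 to 6.52) and 87 of the p300-ablated library (1.87%, 1.50 to 2.30). The difference from control was 3.55 percentage points (2.66 to 4.50) in the CBP-ablated library and −0.217 points (−0.780 to 0.348) in the p300-ablated library. Without the variable genes that differed 2 times between libraries, the shares were 2.07%, 5.67% and 1.87%. Across the 11 alternatives, the difference in the CBP-ablated library stayed between 2.81 and 3.95 points. In the p300-ablated library it ranged from −0.958 to 0.194 points. The lowest value, −0.958 (−1.65 to −0.303), was the share of nuclei outside the astrocyte-like cluster. Rbfox3, which encodes NeuN, had 327 CPM in neuron-like nuclei and 30.7 CPM in cluster-5-like nuclei, and Dcx had 366 and 52.2 CPM. Over all nuclei, Rbfox3 had 21.8 CPM in control, 20.2 in the CBP-ablated and 19.5 in the p300-ablated library, and the intervals of the log2 ratios of both genes included 0. Tubb3 had 0 UMIs in every library for a reason that was not found, so its level is not given.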

Neurospheres contain a heterogeneous population of cells in which NSCs coexist with their progeny, committed progenitors, and even differentiated cells [31,32]. Because it has been recently demonstrated that elimination of either one of the KAT3 proteins does not affect the maintenance of neuronal fate [13], it is possible that the small subset of differentiated neurons integrating the neurosphere may have lost CBP or p300 after acquiring their final fate. Supporting this, cluster 8 in our snRNA-seq UMAP analysis likely corresponds to the population of neurons that were already differentiated in the free-floating neurosphere. Another possibility is that cluster 8 represent cells derived from defective cre-dependent recombination and, thus, were able to differentiate.

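In neuron-like nuclei, Crebbp had 108 UMIs in control and 190 in the CBP-ablated library, a log2 ratio of −0.13 (−0.48 to 0.22). Ep300 had 39 UMIs in control and 36 in the p300-ablated library, a log2 ratio of −0.19 (−0.89 to 0.50). Since neither gene fell across whole libraries, these sums do not separate nuclei with recombined alleles from nuclei without them.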

Overall, our work demonstrates that NSCs lacking CBP or p300 are not able to differentiate properly to lead to the three main neural lineages, and we identified the specific transcriptional changes that accompanied these alterations. The results also indicate that the astrocyte fate is very sensitive to the ablation of either of the two KAT3 proteins, while the mature neuronal phenotype could not be achieved in CBP-ablated NSCs, giving rise instead to differentiation of the oligodendrocyte lineage. By contrast, p300-ablated NSCs remained in pluripotent stages showing mixed lineages, further demonstrating the different functions of these two related co-activators/acetyltransferases in the brain. These findings shed new light onto the etiology of RSTS and unveil new aspects of the role of KAT3 proteins in neural development.

## Figures and Tables

**Figure 1:**
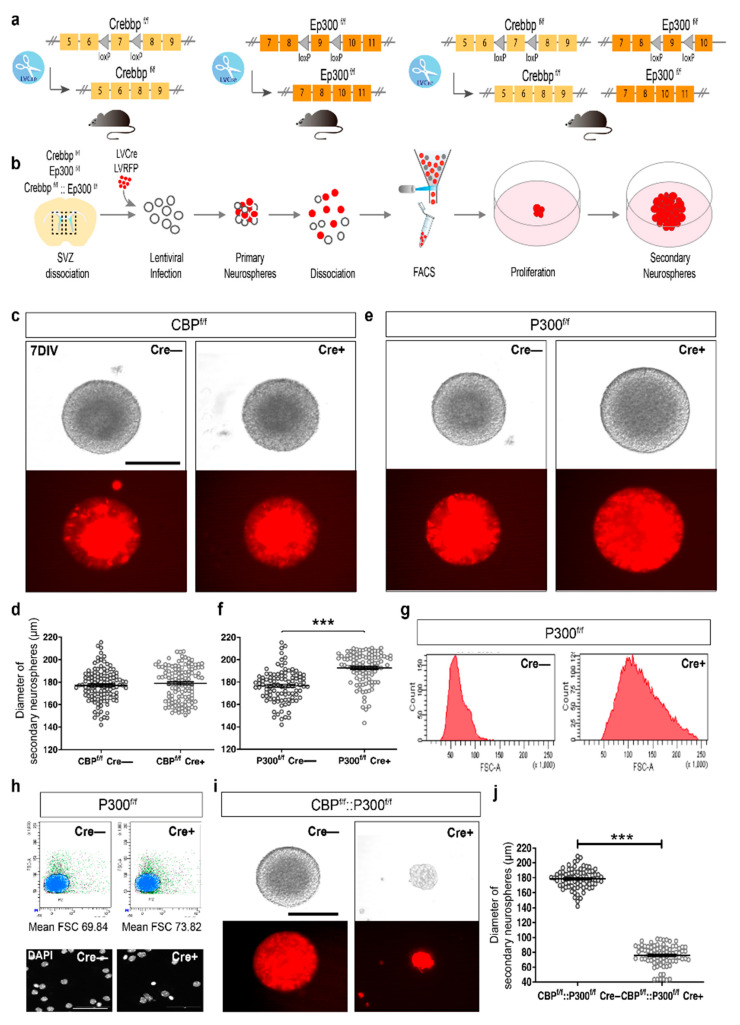
Individual ablation of CBP or p300 does not affect proliferation of NSC. (**a**) Scheme representing the conditional lines generated to study the ablation of KAT3 proteins in different developmental processes. (**b**) Experimental design of the approach used to generate neurosphere cultures to investigate the role of KAT3 proteins in proliferation. (**c**) Representative clonal secondary neurosphere lacking CBP at 7 DIV. (**d**) Quantitative analysis of the diameter of CBP-lacking clonal secondary neurospheres at 7 DIV (*n* ≈ 120 neurospheres from three independent experiments). (**e**) Representative clonal secondary neurospheres lacking p300 at 7 DIV. (**f**) Quantitative analysis of the diameter of clonal secondary neurospheres lacking p300 at 7 DIV; *** *p* < 0.001 (*n* ≈ 120 neurospheres from 3 independent experiments). (**g**) Flow cytometry sorting plots for infected cells from controls and p300-ablated NSCs showing counts against forward scatter (FSC). (**h**) Fluorescent-activated sorting analysis plots showing forward scatter (FSC) against red fluorescence of nuclei from controls and p300-ablated NSC (*n* = 3; each sample contains a pool of 15 neurospheres). The bottom panels show high magnification of nuclei counterstained against DAPI of control and p300-ablated NSCs. (**i**) Representative infected clonal secondary neurospheres lacking both KAT3 proteins at 7 DIV. (**j**) Quantitative analysis of the diameter of clonal secondary neurospheres lacking both proteins at 7 DIV *** *p* < 0.0001 (*n* ≈ 120 neurospheres from three independent experiments). Error bars denote the SEM. Scale bar: (**c**–**e**) 200 μm and (**i**) 50 μm.

**Figure 2:**
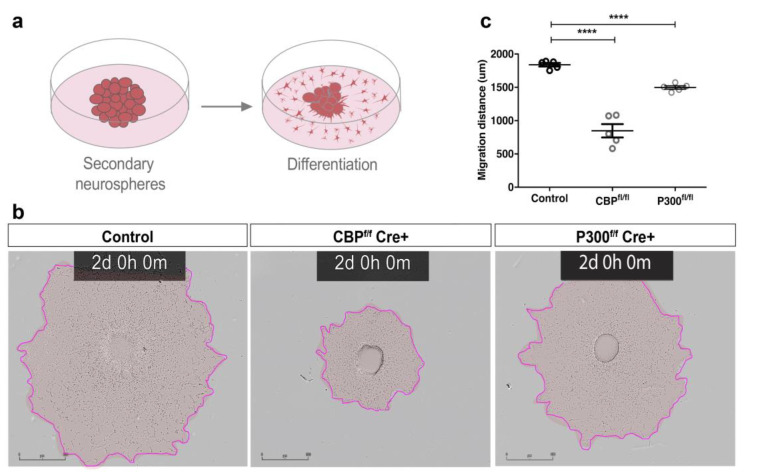
CBP-lacking neurospheres showed a prominent delay in cell differentiation and alterations in neural lineage markers. (**a**) Scheme representing differentiation of clonal secondary neurospheres. (**b**) Overlaid brightfield depicting cell migration obtained by real-time IncuCyte imaging at 48 h. (**c**) Quantitative analysis of cell migration (μm) after 48 h (*n* = 5 per genotype). CBP-lacking neurospheres showed a prominent delay in cell migration, whereas p300-lacking neurospheres exhibited a slightly reduction compared to control neurospheres. Scale bar: 800 µm. **** *p* < 0.0001.

**Figure 3:**
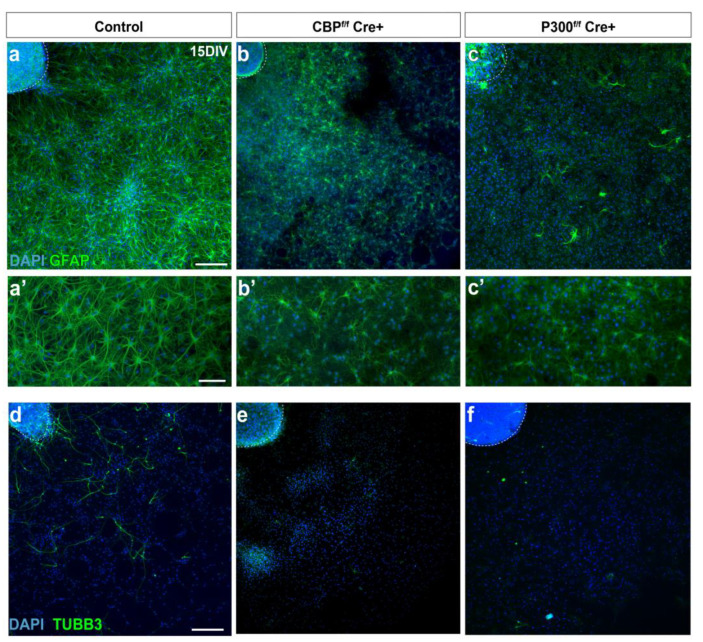
Differentiating neurospheres lacking either CBP or p300 show alterations in neural lineage markers. (**a**–**f**) Representative images of differentiating neurospheres lacking CBP or P300 at 15 DIV exhibit alterations in GFAP- and TUBB3-positive cells compared to the controls. (**a’**–**c’**) Higher magnification of the cultures stained with GFAP. Scale bars: 200 µm (**a**–**f**) and 100 µm (**a’**–**c’**).

**Figure 4:**
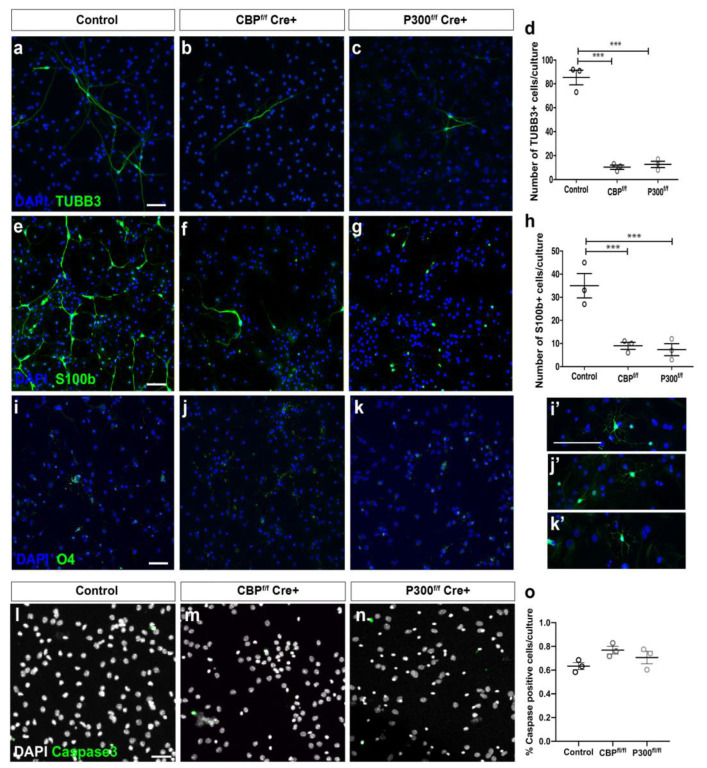
CBP and p300 are individually required for differentiation of NSCs into different neural lineages. (**a**–**k**) Representative images of immunofluorescent staining for TUBB3, S100ß, or O4 in differentiated CBP- or P300-ablated neurospheres at 15 DIV. (**d**,**h**) Quantification of neurons and mature astrocytes in neurospheres lacking CBP or P300 after 15 DIV of differentiation. (**i’**–**k’**) High-magnification examples of the few O4^+^ cells in control, CBP-ablated, and P300-ablated cultures; *** *p* < 0.001 (*n* = 5 coverslips per condition from three independent cultures) according to one-way ANOVA. Error bars denote the SEM. Scale bars: 100 µm. (**l**–**n**) Immunostaining against caspase 3 and quantification of caspase 3-positive cells per culture showed no differences in cell death after differentiation of NSCs lacking CBP or p300 compared to control NSCs. Scale bars: 100 µm. (**o**) Quantification of the number of caspase 3 cells (*n* = 3 coverslips per condition from three independent cultures) according to one-way ANOVA. Error bars denote the SEM.

**Figure 5:**
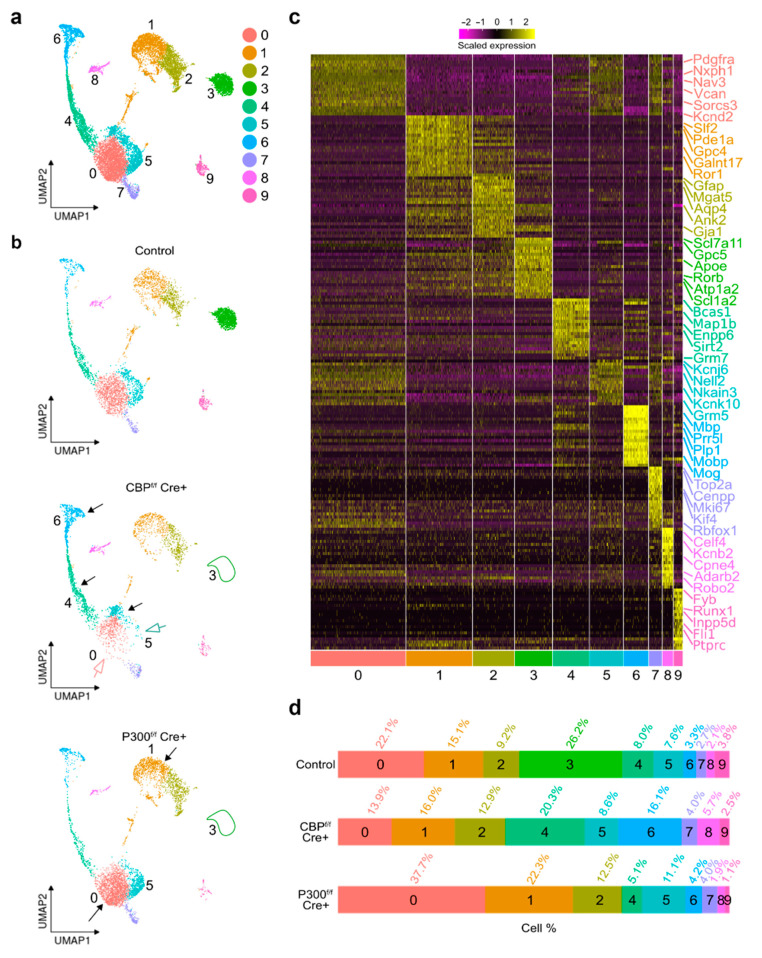
snRNA-seq analysis of differentiating neurospheres reveals that CBP and p300 are both required for astrocyte differentiation but play different roles in the differentiation of the other neural lineages. (**a**) UMAP plots displaying differential clustering on differentiated neurospheres at 15 DIV of control, CBP-ablated, and p300-ablated nuclei combined. Dots represent single nuclei. Nuclei are colored by their classification label. (**b**) UMAP embedding of single-nucleus profile for control, CBP-lacking, or p300-lacking cultures. Note that cluster 3 disappears in CBP- and p300-lacking cultures. Empty arrows point to a reduction in the number of cells, while black arrows highlight an increase in cell number compared to the respective control clusters. (**c**) Heatmap of z-score of single-nucleus expression levels of the five top-ranked bona fide marker genes, with selected genes displayed on the *y*-axis and cells displayed on the *x*-axis. Each row represents a gene, the columns are nuclei, and the color code represents the normalized expression for upregulated genes (yellow) or downregulated genes (purple). (**d**) Bar plot showing the percentage of nuclei in each cluster of cultures from the three different genotypes.

**Figure 6:**
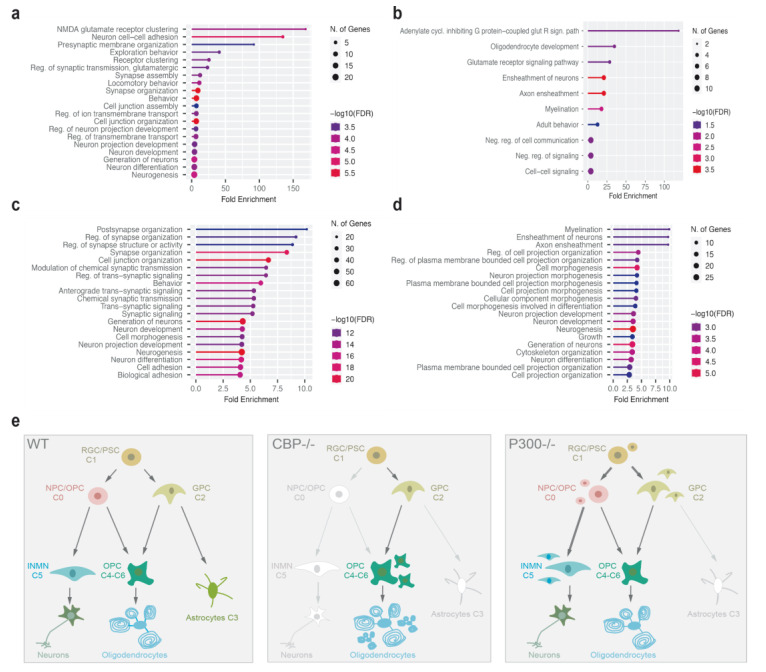
Gene programs altered during neural differentiation in the absence of CBP or p300. (**a**,**b**) Visualization of Gene Ontology (GO) analysis for downregulated (**a**) and upregulated (**b**) genes in cluster 0 in CBP-lacking cultures. (**c**,**d**) Visualization of Gene Ontology (GO) analysis for downregulated (**c**) and upregulated (**d**) genes in cluster 5 in CBP-lacking cultures. (**e**) Working model for CBP and P300 functions in neural differentiation. NSCs are tripotent cells. During their differentiation, they give rise to transiently dividing progenitors (transit amplifying progenitors) that subsequently undergo lineage restrictions toward neuronal, astrocytic, and oligodendroglial mature cells. NSCs lacking CBP or p300 are not able to differentiate properly to lead to the three main neural lineages. The astrocyte fate is particularly sensitive to the individual lack of KAT3 proteins, and the presence of one of them does not compensate for the absence of the other. CBP elimination leads to a tendency toward oligodendrocytic lineage differentiation. In contrast, in the absence of p300, NSCs are not able to reprogram in a different lineage, rather stalling at different pluripotent stages. RGC, radial glial cells; PSC, pluripotent stem cells; OPC, oligodendrocytes progenitor cells; GPC, glial progenitor cells.

## Data Availability

The snRNA-seq data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE211737 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211737).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11244118/s1, Figure S1. Differentiating CBP^f/f^ neurospheres infected with Cre-recombinase-encoding viruses do not express CBP. Representative images of differentiating secondary neurospheres infected with control (DsRed) or Cre-recombinase-encoding Lentiviruses stained with antibodies specific for CBP and counterstained with DAPI. Scale bars: 100 µm; Figure S2. Sensitivity analysis of snRNA-seq. Violin plots show the distribution of the number of transcripts (left, scored by UMIs) and genes (right) detected per cell for differentiating neurospheres from control (CTRL), CBP^f/f^ (CBP), and p300^f/f^ (P300) neurospheres. UMIs: unique molecular identifiers; Video S1. Time-lapse culture over 2 days of a control differentiating neurosphere infected with control plasmids; Video S2. Time-lapse culture over 2 days of a differentiating CBP^f/f^ neurosphere infected with Cre plasmids; Video S3. Time-lapse culture over 2 days of a differentiating p300^f/f^ neurosphere infected with Cre plasmids; Table S1. Gene markers for individual clusters of snRNA-seq data identified by differential expression testing using the Wilcoxon rank sum test (see methods); ; Table S2. Differential expression analysis between Crebbp^f/f^ + Cre and control neurosphere for cluster 0 and cluster 5, using the Wilcoxon rank sum test (see methods).

# Supplementary material for: CBP and p300 Jointly Maintain Neural Progenitor Viability but Play Unique Roles in the Differentiation of Neural Lineages
**Source:** Cells. 2022 Dec 18;11(24):4118. doi: 10.3390/cells11244118
**Supplement:** Supplementary file 1

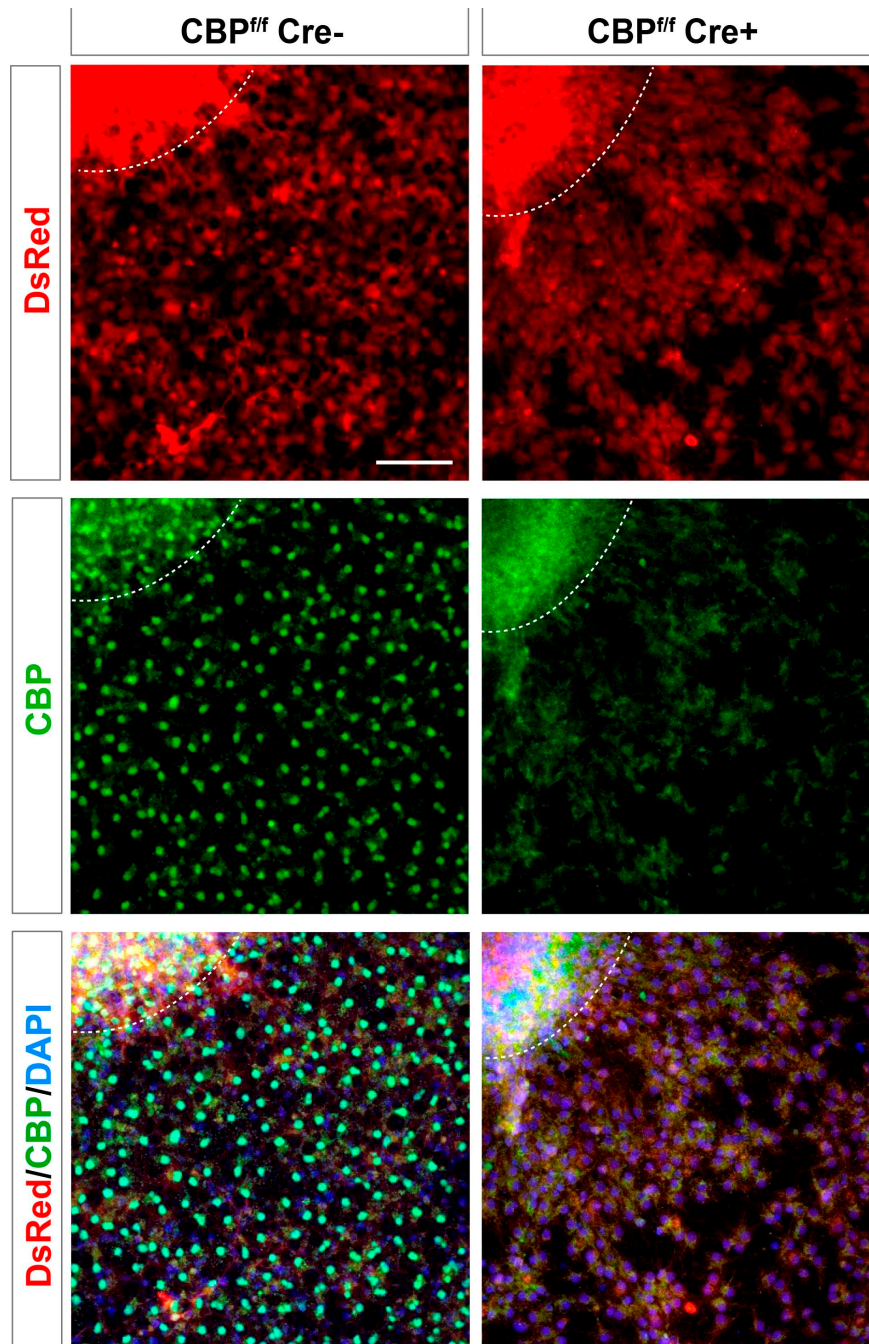

**Figure S1. Differentiating CBP<sup>ff</sup> neurospheres infected with Cre-recombinase encoding viruses do not express CBP.** Representative images of differentiating secondary neurospheres infected with control (DsRed) or Cre-Recombinase-encoding Lentiviruses stained with antibodies specific for CBP and contrastained with DAPI. Scale bars: 100  $\mu$ m

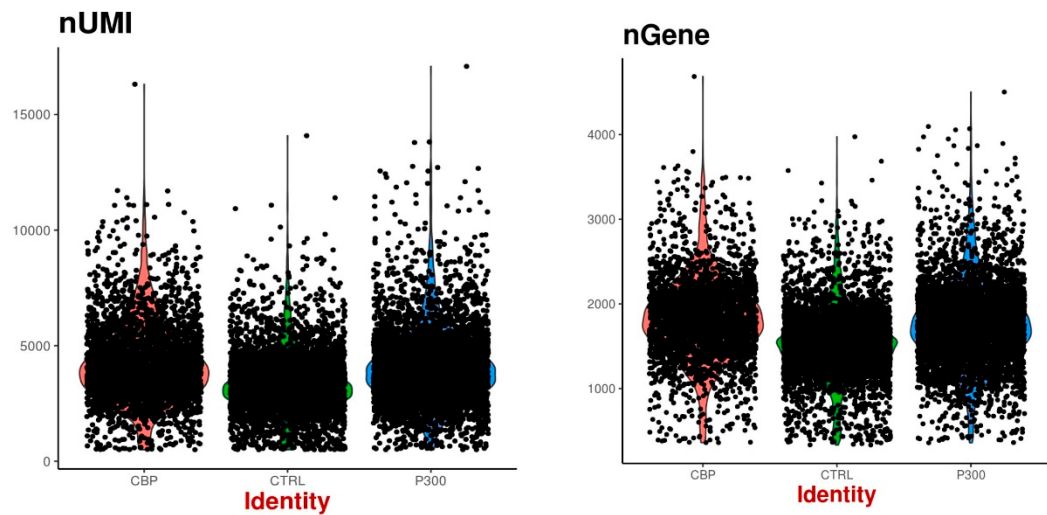

**Figure S2. Sensitivity analysis of snRNA-seq.** Violin plots show the distribution of the number of transcripts (left, scored by UMIs) and genes (right) detected per cell for differentiating neurospheres from control (CTRL),  $CBP^{f/f}$  (CBP) and  $p300^{f/f}$  (P300) neurospheres. UMIs: unique molecular identifiers.

How the deposited data were processed for this re-analysis (not part of the article)

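Single-nucleus RNA from differentiated neurosphere cultures was measured in 3 libraries, of control, CBP-ablated and p300-ablated cultures, each a pool of about 15 cultures on day 15. The authors aligned the reads to GRCm38 with Cell Ranger and deposited the count of UMIs of each gene in each nucleus, over exons and introns, without normalization. Every value in the deposited matrices was checked to be a whole number. The matrices hold 4884 control, 3017 CBP-ablated and 4648 p300-ablated nuclei, with at least 500 UMIs in each, and all were kept. Of the 30559 genes, 30410 were found in GENCODE M21 and 10071 had a UMI in under 5 nuclei. The line of mice that the control cultures came from is not stated. Libraries were assigned to conditions by their genotype labels, and the level of the floxed genes did not check that assignment.

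Nuclei were clustered with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5) with seed 1, using genes detected in at least 5 nuclei, 20 principal components and 30 neighbours. Sums and intervals were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Clusters were named from marker lists fixed before the data were examined, while the limits for a name (a UMI in 10% of nuclei, 2 times the level in all other nuclei after adding 1 CPM to each, 60% of the markers of a class and at least 3 of them) were set after the clusters were seen. Doublets were scored in each library with Scrublet as provided in scanpy 1.11.5, with genes detected in at least 5 nuclei. The nuclei of highest score were called at 0.8% for each 1000 nuclei recovered. The threshold Scrublet set by itself would have called 146, 109 and 10 nuclei.

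Each ablated library was compared with the same control library. With 1 library per condition no test, p-value or count of changed genes was made, and the intervals do not include the variation between cultures. For a count of 0, 3 UMIs were taken as the floor, which stands for 0.184 CPM in control, 0.235 in the CBP-ablated and 0.159 in the p300-ablated library. By a rule fixed before the data were examined, genes were named when the paper names them beside its single-nucleus data, when they are the floxed genes, Xist or the stained Gfap, S100b and Tubb3, when they are on a list of cell type markers, or when they had the 5 largest or 5 smallest log2 ratios among genes with at least 100 UMIs in the 2 libraries together. The leading genes of clusters were named outside this rule, after their values were seen. Some genes that the rule covers are not reported here, and gene lists, sums and rankings were computed without them, a change to the planned lists made after the data were seen; clustering and the naming of clusters used all genes. The median of a list was set against 10000 random lists, each gene drawn from the 200 genes of closest mean expression, and its interval came from 1000 Poisson redraws of the sums. Most genes of the oligodendrocyte and neuronal lists were named by the study from these same libraries. The median log2 ratio of all genes was 0.05 in the CBP-ablated and −0.04 in the p300-ablated library.

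Nuclei were thinned to 1500 UMIs before the shares with Xist or a Y-linked UMI were compared, which left 4636, 2922 and 4513 nuclei. A gene was taken as shifted in a library when its log2 ratio was past 1 in the same direction in at least 5 classes with 20 UMIs.

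The method was tested on simulated data with the depth of the NPC/OPC-like nuclei, with 200 changed genes among 5754 for the CBP-ablated and among 7844 for the p300-ablated library. The direction was recovered for 100% of the changed genes in both. The intervals held the true ratio of 94.5% and 95.5% of the changed genes, with a median error of 0.10 and 0.08 log2 units. A list of 6 genes raised by 1 log2 unit gave medians of 0.88 and 0.99, above all random lists. Of 200 unchanged lists, 1% and 5% fell outside the middle 95% of random lists. Both simulated libraries were drawn from the control profile with counting error only. The changes were of at least 1 log2 unit, in genes with at least 100 UMIs in control. Recovery and coverage thus follow largely from these settings. Variation between nuclei or libraries, smaller ratios and the cluster-5-like nuclei were not simulated.

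The alternatives were resolutions of 0.3 and 1.2, a second seed, 2000 variable genes by the vst method, variable genes without those that differ 2 times between libraries (961 genes left), each library by itself, no called doublets, nuclei with at least 1500 UMIs, thinning, shares outside the astrocyte-like cluster, classes by marker score, centred ratios, the fold measure of the study, subtraction of 5% or 10% free RNA, and genes with at least 20 UMIs in each library. Clusters combined, the second seed within classes, and shares with Xist or a Y-linked UMI outside the astrocyte-like cluster, were added after the data were seen. Of Table S1 the copy used here held 1999 of 9461 entries, so no overlap with that table or Table S2 was computed. Fold changes in Table S2 were compared on their natural log scale. Gene ontology sets were not used here.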

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

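Of the tests in this part, those of variable genes, of random seed 2 and of doublets for cluster 12, of female pups for Xist, and the shares with Xist outside the astrocyte-like cluster were chosen after the results were seen.

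Cluster 12 drew attention as a group of nuclei that the paper does not show as a cluster of its own: it held 6.76% of the CBP-ablated nuclei, against 0.184% of control nuclei. Its near absence from control depended on the clustering: a cluster led by the same 3 genes (Gpr149, Syt1 and Ets1) held 110 control, 237 CBP-ablated and 37 p300-ablated nuclei at resolution 1.2, and 166, 270 and 42 without called doublets. It carried 4 of the 8 markers of NPC/OPCs and received no name. None of its nuclei from the CBP-ablated library was called a doublet (0 of 204), which argues against doublets. With the variable genes that differ 2 times between whole libraries left out, 94.4% of its nuclei fell in the cluster-5-like class, but with all variable genes kept and only the random seed changed 97.7% did, so genes whose level differs between libraries cannot be told apart from an unstable border between clusters 4 and 12. The paper's cluster 5 may hold these nuclei, since clusters 4 and 12 together, a grouping chosen after the results were seen, made up 8.22% of the CBP-ablated nuclei, against the paper's about 8.6% for cluster 5. A pool of other pups cannot be told apart from this either: 73.3% of its nuclei had a UMI of Xist after thinning, within the 56.5% to 78.9% of the other clusters of that library, but pups with the same mix of sexes would give the same share. A change of cluster-5-like nuclei through the loss of CBP stays open, and with 1 library it was not tested.

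Mbp in RGC/PSC-like nuclei drew attention because the paper does not analyse it there. It reached 0.849 UMIs per 10000 in the CBP-ablated library, against 0.153 in control. In NPC/OPC-like nuclei of the same library it reached 1.13, against 0.233. The rise in RGC/PSC-like nuclei, 0.696 UMIs per 10000 (0.540 to 0.863), argues against a rise limited to NPC/OPC-like nuclei. In microglia-like nuclei, which should not transcribe this gene, it rose by 2.26 (1.01 to 3.73), so free RNA from the more numerous oligodendrocytes of this library is a candidate explanation, although microglia can also take up myelin. Doublets with oligodendrocytes were tested as well: 32.0% of the NPC/OPC-like nuclei had a UMI of Mbp and none of them was called a doublet, with at most 4 UMIs in a nucleus against a median of 32 in oligodendrocyte-like nuclei of that library. The median of the 7 myelin genes in NPC/OPC-like nuclei was 1.60 after subtraction of 5% free RNA, above all random lists, and 0.60 after subtraction of 10%, from the 2 genes with a value left and at the 60.3 percentile. A change in the nuclei themselves therefore stays open.

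Xist drew attention as a transcript outside those the paper discusses, with a UMI in 69.2% of the CBP-ablated nuclei (67.5 to 70.8) against 52.5% in control (51.0 to 53.9), all thinned to 1500 UMIs. Part of the gap comes from the astrocyte-like cluster, which only control holds: outside it, Xist was found in 58.5% of control nuclei (56.8 to 60.1). A UMI of a Y-linked gene was found in 15.2% of the CBP-ablated nuclei (13.9 to 16.5) against 22.5% in control and 19.2% (17.9 to 20.6) outside the astrocyte-like cluster of control, the opposite direction to Xist, which is consistent with more nuclei of female pups in that pool. The p300-ablated library had 53.1% and 22.3%. With all UMIs kept, Xist was found in 59.4% of control and 76.6% of CBP-ablated nuclei, and with thinning to 1000 UMIs in 46.3% and 63.2%. Depth is equal after thinning and is therefore not the cause. A mix of pups that differs between pools is confounded with the condition in this design, and an effect of CBP on Xist was not tested.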

How the results depend on the processing

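Random seed 2 within classes, clusters 4 and 12 combined, with or without free RNA subtracted, cluster 12 set against cluster 4 of control, and shares with Xist or a Y-linked UMI outside the astrocyte-like cluster were chosen after the data were seen, and the other alternatives before the data were examined. No paired analysis was possible because each condition has 1 pooled library. Across 134 results, 1236 alternative values were computed: 979 stayed within the counting interval and 230 moved past it, 17 of these to the other sign where the interval spans 0. Another 27 took the sign opposite to an interval that excludes 0 and are called reversed. Differences of shares are in percentage points and ratios on the log2 scale.

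The astrocyte-like share stayed below control by −27.4 to −26.0 in the CBP-ablated and by −27.4 to −25.7 in the p300-ablated library across 10 alternatives. Across 11 alternatives, the CBP-ablated library stayed above control by 9.31 to 12.5 in committed oligodendrocyte precursor-like, 11.7 to 14.1 in oligodendrocyte-like and 2.81 to 3.95 in neuron-like nuclei, and the p300-ablated library by 7.81 to 19.2 in NPC/OPC-like nuclei. The neuronal median in the CBP-ablated library stayed below 0, from −0.43 to −0.29 in NPC/OPC-like and from −0.91 to −0.43 in cluster-5-like nuclei. The oligodendrocyte median in NPC/OPC-like nuclei of that library stayed above 0 over all NPC/OPC-like nuclei, from 0.068 to 0.52. Within the parts of this class found at resolution 1.2 it was 0.016 (−0.022 to 0.11) in cluster 1 and −0.10 (−0.25 to 0.12) in cluster 0, so the rise of this list did not hold within them, while the myelin median there was 2.01 (1.51 to 2.66) and 1.75 (0.58 to 2.92). In the p300-ablated library the oligodendrocyte median was 0.38 (0.26 to 0.46) and 0.072 (−0.027 to 0.17) in the same clusters, against −0.059 over all NPC/OPC-like nuclei. Cluster 1 held 596 control, 376 CBP-ablated and 503 p300-ablated nuclei, and cluster 0 held 476, 42 and 1244. A different mix of these clusters may thus account for the oligodendrocyte medians over the whole class. No other cause was tested.

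As shares outside the astrocyte-like cluster, NPC/OPC-like nuclei differed by −15.7 (CBP-ablated) and 7.81 (p300-ablated), committed oligodendrocyte precursor-like by 9.31 and −5.77, cluster-5-like by −8.44 and 1.05, proliferating-like by 0.465 and 0.509, neuron-like by −0.958 (p300-ablated). RGC/PSC-like (CBP-ablated, −0.136), glial progenitor-like (p300-ablated, −0.0812) and oligodendrocyte-like nuclei (p300-ablated, −0.286) reversed. The smaller denominator in control, which alone holds that cluster, produces these shifts. With each library by itself, NPC/OPC-like (5.18) and proliferating-like nuclei (−2.23) of the CBP-ablated library and glial progenitor-like nuclei of the p300-ablated library (−0.966) reversed, and cluster-5-like nuclei of the CBP-ablated library were at −8.46. That library then formed no cluster-5-like or proliferating-like cluster (0 nuclei).

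The cluster-5-like share in the CBP-ablated library reversed with random seed 2 (0.971), without variable genes that differ between libraries (1.51) and with clusters 4 and 12 together (0.726), in each case with most or all of cluster 12 in this class. It was −4.63 at resolution 1.2, −4.65 with vst genes, −4.08 without called doublets and −7.05 after thinning to 1500 UMIs. In the p300-ablated library it was 4.99, 5.68 and 5.74 under the first 3 of these. Resolution 0.3 gave no cluster-5-like class and so no value, and NPC/OPC-like nuclei of the p300-ablated library were then at 19.2. Proliferating-like nuclei of the p300-ablated library were at 2.41 with vst genes. The cause was not tested.

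By marker score, NPC/OPC-like shares were −0.764 (CBP-ablated) and 13.7 (p300-ablated), cluster-5-like 5.40 and proliferating-like 0.603 (both p300-ablated). In the CBP-ablated library the oligodendrocyte median was then 0.52 and the neuronal median −0.43 in NPC/OPC-like nuclei, and they were 0.67 and −0.43 in cluster-5-like nuclei, with a myelin median of 2.35 there, where Sox10 (0.16), Cntn5 (−0.23) and Rgs6 (−0.066) reversed. The neuronal median in cluster-5-like nuclei of the p300-ablated library was −0.070. The cause was not tested.

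In cluster-5-like nuclei of the CBP-ablated library, the place of cluster 12 changed several values. With random seed 2 the oligodendrocyte median was 1.05 and the neuronal −0.82, and Sox10 (0.94) and Cntn5 (−0.17) reversed. With clusters 4 and 12 together they were 1.07 and −0.88, with Sox10 at 1.01 and Cntn5 at −0.25. Cluster 12 against cluster 4 of control gave 1.30 and −0.91, with Sox10 at 1.30, Cntn5 at −1.54 and Rgs6 at −0.33. Clusters 4 and 12 with 10% free RNA subtracted gave an oligodendrocyte median of 1.09, with Sox10 at 1.04, Cntn5 at −0.31 and Grm7 at −1.78, and in the p300-ablated library a neuronal median of 0.12 and a myelin median of −1.43. At resolution 1.2 the neuronal median in the CBP-ablated library was −0.49. The main class holds only 44 nuclei of this library, with 8 UMIs of Sox10, which limits every gene ratio in it.

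Subtracting 5% free RNA reversed the oligodendrocyte median in cluster-5-like nuclei of the CBP-ablated library, to −0.12 from 4 of the 5 genes. The myelin median in these nuclei was then −1.03, from 2 of the 7 genes. Ntm in NPC/OPC-like nuclei of the p300-ablated library also reversed, to 0.0071. The neuronal median in the p300-ablated library was then −0.020 in NPC/OPC-like and 0.052 in cluster-5-like nuclei (sign changed from −0.0062). With 10%, NPC/OPC-like nuclei of the CBP-ablated library had an oligodendrocyte median of 0.068 and a myelin median of 0.60, and those of the p300-ablated library a neuronal median of −0.019, a myelin median of −1.59 and Ntm at 0.10 (reversed). Cluster-5-like nuclei of the CBP-ablated library then had an oligodendrocyte median of −0.82, from 3 of the 5 genes, and Grm7 at −0.34 (both reversed). Those of the p300-ablated library had a neuronal median of 0.12 and a myelin median of −1.45. The subtraction lowers by construction the genes that are abundant in oligodendrocytes of the same library. In NPC/OPC-like nuclei of the CBP-ablated library, centring on all genes gave a neuronal median of −0.41, and the fold measure of the study, which adds 1 to each mean and so shrinks genes of low level, a myelin median of 0.25. The myelin median in cluster-5-like nuclei of the p300-ablated library was 0.72 among genes with at least 20 UMIs in each library, from 1 gene, against −0.68 (−1.34 to 0.29) from 6 genes. For Crebbp in the CBP-ablated library the median over classes was 0.22. The median of the astrocyte markers in the p300-ablated library was −1.16 with centring. Outside the astrocyte-like cluster, it was −1.11 (CBP-ablated) and −0.20 (p300-ablated), since the nuclei richest in them are left out of control.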

Differences from the paper's values

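Random seed 2 within classes and the values for clusters combined were chosen after the values were seen, and the other settings before the data were examined.

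The RGC/PSC-like share of control nuclei was 9.15%, against the paper's about 15% for cluster 1 in Fig. 5d, read by eye. Of the alternatives set before the data were examined, resolution 0.3 (11.7%), random seed 2 (11.2%), variable genes without those that differ between libraries (10.0%), no called doublets (11.4%) and thinning (11.0%) came within 1.5 times of it, whereas resolution 1.2, vst genes, each library by itself, nuclei with at least 1500 UMIs and the marker score did not. Clusters 1, 7 and 13 combined, chosen after seeing the values, held 15.1%.

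The cluster-5-like share of the CBP-ablated nuclei was 1.46%, against the paper's about 8.6% for cluster 5 in Fig. 5d, read by eye. Random seed 2 (8.49%) and variable genes without those that differ between libraries (9.48%) closed the gap, whereas resolution 1.2, vst genes, each library by itself, no called doublets, nuclei with at least 1500 UMIs, thinning and the marker score did not. Clusters 4 and 12 combined, chosen after seeing the values, held 8.22%.

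For cluster 5 in the CBP-ablated library, 5 of 9 fold changes differed from Table S2, both on the natural log scale. Tcf7l2 was −0.108 against the paper's 0.385, and the marker score gave 0.342. Bcas1 was 0.573 against the paper's 1.60, Sox6 0.140 against the paper's 0.716 and Sox10 −0.461 against the paper's 0.465, and none of the alternatives set before the data were examined closed these 3 gaps. Nlgn1 was −0.0661 against the paper's −0.175, and resolution 1.2 (−0.135) and the marker score (−0.154) closed the gap. Random seed 2, chosen for these genes after seeing the values, closed all 5 gaps, with Tcf7l2 at 0.357, Bcas1 at 1.58, Sox6 at 0.713, Sox10 at 0.432 and Nlgn1 at −0.149. So did clusters 4 and 12 combined, chosen after seeing the values, with 0.349, 1.63, 0.723, 0.466 and −0.159 in the same order. Cluster 12 against cluster 4 of control, chosen after seeing the values, closed those of Tcf7l2 (0.430), Bcas1 (1.84), Sox10 (0.616) and Nlgn1 (−0.182). Clusters 4 and 12 with 10% free RNA subtracted, chosen after seeing the values, closed those of Tcf7l2 (0.303), Sox6 (0.764), Sox10 (0.479) and Nlgn1 (−0.155). In cluster 0, all 9 genes had the sign of Table S2 and none differed.

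The paper states that the proportion of cluster 5 was unaltered, whereas the cluster-5-like share differed from control by −5.85 percentage points in the CBP-ablated library, and by 0.726 points with cluster 12 added after seeing the values. The paper states that the neuronal cluster was not altered, whereas the neuron-like share rose from 2.09% to 5.63% in the CBP-ablated library. The paper lists Sox10 among the upregulated genes of cluster 0, whereas its log2 ratio here was −0.13 (−0.29 to 0.03), and Table S2 also gives it a negative value, −0.0463. Of 4 neuronal genes the paper names as downregulated in immature neurons, Grik2 had an interval below 0 in the p300-ablated library (−0.38, −0.45 to −0.30), Sema3d was above control (0.51, 0.40 to 0.63), and no difference was detectable for Nlgn1 (0.02, −0.02 to 0.06) and Ntm (−0.03, −0.11 to 0.04). The paper reports no effect on proliferating cells in its RNA-seq analysis, whereas the proliferating-like share differed from control by 1.40 percentage points (0.592 to 2.27) in the CBP-ablated library. That difference depended on the processing: it was 0.465 points (−0.457 to 1.41) outside the astrocyte-like cluster and −2.23 points (−2.69 to −1.83) with each library clustered by itself, and no difference was detectable for Mki67, with a log2 ratio of 0.17 (−0.09 to 0.43).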

Other observations

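Of the tests in this part, those of the lower Xist level, of free RNA for Slc7a11 and of free RNA for Ntm apart from the other neuronal genes were chosen after the results were seen.

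The astrocyte-like cluster held nuclei of control alone, while classes by marker score placed 14 nuclei of the CBP-ablated (0.464%) and 46 of the p300-ablated library (0.990%) in this type, against 26.7% of control. Lower depth of the ablated libraries is argued against, since the share in control was 27.3% after thinning to 1500 UMIs and the ablated libraries were the deeper ones. A UMI of Xist was found in 36.5% of the control astrocyte-like nuclei after thinning, below the 46.2% to 74.2% of the 12 other control clusters, and a Y-linked UMI in 31.2%, above the 11.8% to 29.2% of the others. A lower level of Xist in nuclei of that type is argued against by 3.43 Xist UMIs per nucleus with Xist, within the 2.19 to 4.00 of the others. These values are consistent with astrocyte-like nuclei that came in part from pups or cultures other than those of the rest of the pool, so a culture of the control pool rich in astrocytes may contribute to the near absence in the other libraries. A requirement for CBP and p300, as the paper concludes, stays open beside it, since 1 library per condition does not separate them. The paper also reports staining, with fewer S100ß-positive cells in both mutants across independent cultures and a lower GFAP signal. That evidence is separate from these libraries and was not re-analysed here.

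In cluster-5-like nuclei of the CBP-ablated library, Gpc5, Slc1a2 and Slc1a3 together fell by 15.3 UMIs per 10000. Free RNA from astrocytes in the control library is argued against as the whole cause by nuclei that should not transcribe them: control microglia-like nuclei held 4.85 UMIs per 10000 of the 3 genes (4.08 to 5.71), less than that fall, and changed by −0.342 (−1.80 to 1.30), and oligodendrocyte-like nuclei fell by 1.37 (−1.89 to −0.866). The p300-ablated library, which lacks an astrocyte-like cluster too, differed by 3.30 (1.95 to 4.65) in cluster-5-like nuclei, in the other direction.

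Of the genes called neuronal after the paper, Grik2, Sema3d and Nlgn1 together fell by 12.4 UMIs per 10000 in NPC/OPC-like nuclei of the CBP-ablated library. They rose by 10.2 (7.26 to 13.3) in microglia-like nuclei, which argues against free RNA from astrocytes of control as the whole cause for these 3 genes. They also rose by 1.50 (0.0847 to 2.89) in oligodendrocyte-like nuclei. That class had 1961 CPM of Grik2 in control, against 1328 CPM in NPC/OPC-like nuclei, so its change does not measure free RNA. For Ntm, free RNA from astrocytes of control cannot be told apart from a change in the nuclei: the change was −4.82 (−5.73 to −3.90) in NPC/OPC-like and −3.79 (−5.11 to −2.32) in microglia-like nuclei, but smaller in oligodendrocyte-like nuclei (−1.59 to −0.828), and in the p300-ablated library, which lacks an astrocyte-like cluster too, the change in microglia-like nuclei was 0.0073 (−1.59 to 1.73). For the 4 genes together, a different mix of the NPC/OPC-like clusters found at resolution 1.2 is argued against by a median log2 ratio of −0.36 (−0.42 to −0.29) within cluster 1 at that resolution, while cluster 0, with only 42 nuclei of that library, had −0.12 (−0.24 to −0.018). A difference between the pools, or an effect of CBP, stays open. For Grik2 the fall was not limited to the CBP-ablated library, since the p300-ablated library had −0.42 (−0.48 to −0.37) in NPC/OPC-like nuclei against the same control.

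The oligodendrocyte genes had a median log2 ratio of 1.07 in clusters 4 and 12 together in the CBP-ablated library, a grouping chosen after the data were seen. A different mix of nuclei with no change within cluster 4 cannot be told apart from a change within it. The median in cluster 4 was 0.21 (0.08 to 0.35), and −0.12 from 4 of the 5 genes with 5% free RNA subtracted. Its genes ranged from −1.46 for Sox10 to 2.50 for Mbp, and the 44 nuclei are too few to fix the amount of free RNA.

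Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49892526 to 50443614) was shifted in both ablated libraries, with 110 and 195 UMIs against 5278 in control and, in classes with at least 20 UMIs in the libraries compared, log2 ratios of −3.16 to −1.80 in the CBP-ablated library, with 0 UMIs against 48 in cluster-5-like nuclei, and of −3.72 to −1.40 in the p300-ablated library. Both comparisons use the same control library. Free RNA from astrocytes of the control library cannot be told apart from a change in the nuclei: the change was −0.635 UMIs per 10000 (−1.07 to −0.0720) in microglia-like and −0.127 (−0.244 to −0.0419) in oligodendrocyte-like nuclei of the CBP-ablated library, against −0.674 (−0.828 to −0.529) in RGC/PSC-like nuclei, and control microglia-like nuclei held 0.819 (0.525 to 1.22), more than the last of these. A strain segment around the floxed gene is argued against for Slc7a11, since it lies on chromosome 3, Crebbp on chromosome 16 and Ep300 on chromosome 15. It was the only gene reported as shifted, so the count of 0 shifted genes within 20 Mb of the floxed gene adds nothing to this. A biological explanation for Slc7a11 was not tested.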
